# Fine Time Course Expression Analysis Identifies Cascades of Activation and Repression and Maps a Putative Regulator of Mammalian Sex Determination

**DOI:** 10.1371/journal.pgen.1003630

**Published:** 2013-07-11

**Authors:** Steven C. Munger, Anirudh Natarajan, Loren L. Looger, Uwe Ohler, Blanche Capel

## Abstract

In vertebrates, primary sex determination refers to the decision within a bipotential organ precursor to differentiate as a testis or ovary. Bifurcation of organ fate begins between embryonic day (E) 11.0–E12.0 in mice and likely involves a dynamic transcription network that is poorly understood. To elucidate the first steps of sexual fate specification, we profiled the XX and XY gonad transcriptomes at fine granularity during this period and resolved cascades of gene activation and repression. C57BL/6J (B6) XY gonads showed a consistent ∼5-hour delay in the activation of most male pathway genes and repression of female pathway genes relative to 129S1/SvImJ, which likely explains the sensitivity of the B6 strain to male-to-female sex reversal. Using this fine time course data, we predicted novel regulatory genes underlying expression QTLs (eQTLs) mapped in a previous study. To test predictions, we developed an *in vitro* gonad primary cell assay and optimized a lentivirus-based shRNA delivery method to silence candidate genes and quantify effects on putative targets. We provide strong evidence that *Lmo4* (Lim-domain only 4) is a novel regulator of sex determination upstream of *SF1 (Nr5a1)*, *Sox9*, *Fgf9*, and *Col9a3*. This approach can be readily applied to identify regulatory interactions in other systems.

## Author Summary

The commitment of a bipotential gonad to differentiate as a testis or an ovary is governed by a dynamic transcription network that remains to be elucidated. We profiled genome-wide gene expression at <5 hr resolution during the critical one-day developmental window in XX and XY mouse gonads from the 129S1/SvImJ and C57BL/6J strains. We identified cascades of expression in both strains and show that establishment of dimorphic expression is largely due to activation and repression programs initiated by the testis pathway. Strikingly, comparison of expression differences between the two strains revealed a delay in the male program in C57BL/6J gonads, suggesting an explanation for the increased susceptibility to male-to-female sex reversal exhibited by this strain. Finally, we exploit the predictive power inherent in this temporal dataset to identify a novel candidate gene, *Lmo4*, underlying an expression QTL identified in a previous study. Confirming our prediction, knockdown of this gene in primary XY gonad cells resulted in the down-regulation of several male program genes. Our results highlight the importance of fine-scale resolution time-course measurement of expression in developmental systems to identify candidate regulatory genes and to understand general properties of the system.

## Introduction

Fate determination of the bipotential gonad results in differentiation of a testis or ovary and is crucial to the sexual differentiation of the embryo. This binary decision, known as primary sex determination, takes place at mid-gestation in the mouse. The initial pliable nature of the gonad and its rapid progress into one of two divergent, opposing fates makes it a particularly attractive model to investigate transcriptional network dynamics during fate decisions in developmental systems.

The early sexual plasticity of the mammalian gonad appears to result from a balanced, transient transcriptional network state [1]. Many genes associated later with a specific sexual fate are expressed early and at similar levels in both XX and XY gonads, a pattern indicative of lineage priming [2]. Sex determination proceeds by first establishing a bias in the transcription network toward the male (testicular) or female (ovarian) fate. In therian mammals, the Y-chromosome transcription factor, *Sry*, is the genetic trigger responsible for diverting the bipotential gonad to a testicular fate. *Sry* is expressed in XY gonads beginning at E10.5 and plays an important role in the up-regulation of *Sox9* and *Fgf9* [3]–[5]. While several genes are known to be required for adult ovarian fate [6]–[9], much less is known about the initiation of the female pathway. Subsequent to the primary fate decision in both differentiation pathways, feedback mechanisms are activated that canalize the chosen sexual fate and repress genes associated with the alternative fate. Failure to trigger or maintain one sexual fate can result in trans-differentiation to the alternative fate (i.e., sex reversal) [10]–[12].

Several lines of evidence suggest that many more important players in mammalian sex determination await discovery. First, approximately 1,500 genes are already expressed in a sexually-dimorphic pattern at E11.5, when the gonad is morphologically indistinct and still competent to sex-reverse [13]–[18]. Second, the majority of cases of human sex reversal are yet to be explained by any of the genes known to have an impact on sex determination [19].

Some inbred strains appear to be better suited than others to cope with perturbations in the sex determination pathway. For example, C57BL/6J (B6) is sensitive to XY male-to-female sex reversal in response to multiple genetic perturbations (including both Y-linked and autosomal variants), while other strains like 129S1/SvImJ (129S1) and DBA/2J (D2) are resistant to these variants (i.e., develop normal testes) [20], [21]. This differential sensitivity to sex reversal was first exploited by Eicher and colleagues in genetic studies to map regions of the B6 genome correlated with sensitivity of the XY gonad to male-to-female sex reversal [22]. More recently, using an expression QTL (eQTL) mapping approach, we identified multiple genomic regions where segregation between B6 and 129S1 markers was highly correlated with the expression levels of multiple genes of known importance to sex determination [1]. Most of these eQTL intervals harbored no genes with known roles in sex determination, and thus, likely contain novel genes in the network.

To improve our resolution of the transcriptional cascade controlling sex determination, and choose attractive candidates in eQTL intervals, we conducted a fine time course transcriptome analysis of the gonad between E11.0–E12.0, when the bipotential gonad approaches a decision point, initiates the testicular or ovarian pathway, and begins to reinforce the sexual fate decision. We profiled global gene expression at six equally-spaced intervals in XX and XY gonads from the susceptible B6 and resistant 129S1 strains, developed and trained a Hidden Markov Model (HMM) to discern the onset of sexually-dimorphic expression, and identified gene cohorts activated or repressed specifically in the testis or ovary during this brief 24-hour window of development. By comparing the onset profiles of both strains, we found that susceptibility to sex reversal in B6 XY gonads is likely due to the delayed activation of many testis pathway genes and delayed repression of many ovarian pathway genes. We exploited this detailed view of the B6 and 129S1 gonad transcriptomes to prioritize candidate regulatory genes underlying eQTLs mapped in our previous study [1]. Finally, we developed a primary cell validation assay and lentivirus-based shRNA delivery method to artificially silence *Lmo4* (Lim-domain only 4), a candidate regulatory gene within an eQTL interval. We provide strong evidence that *Lmo4* is a novel regulator of sex determination upstream of many sex-associated genes. This work provides a systematic framework for predicting and testing regulatory genes (eQTGs) underlying eQTLs that is applicable to other systems.

## Results

### A Complex, Highly Dynamic Transcription Network Underlies Gonadal Sex Determination in Mammals

To elucidate the fine temporal dynamics of the gonad transcriptome during the critical fate decision to develop as a testis or ovary, we assayed total transcript abundance in XY and XX gonads at six equally spaced intervals between E11.0–E12.0 (Figure 1A). This 24-hour window captures the gonad from the time it is still bipotential to a point when it has shifted to a testis or ovarian fate. To associate variation in the transcriptome with phenotypic differences, we compared gene expression from gonads of two common inbred strains, 129S1 and B6, that differ in their susceptibility to XY sex reversal.

**Figure 1:**
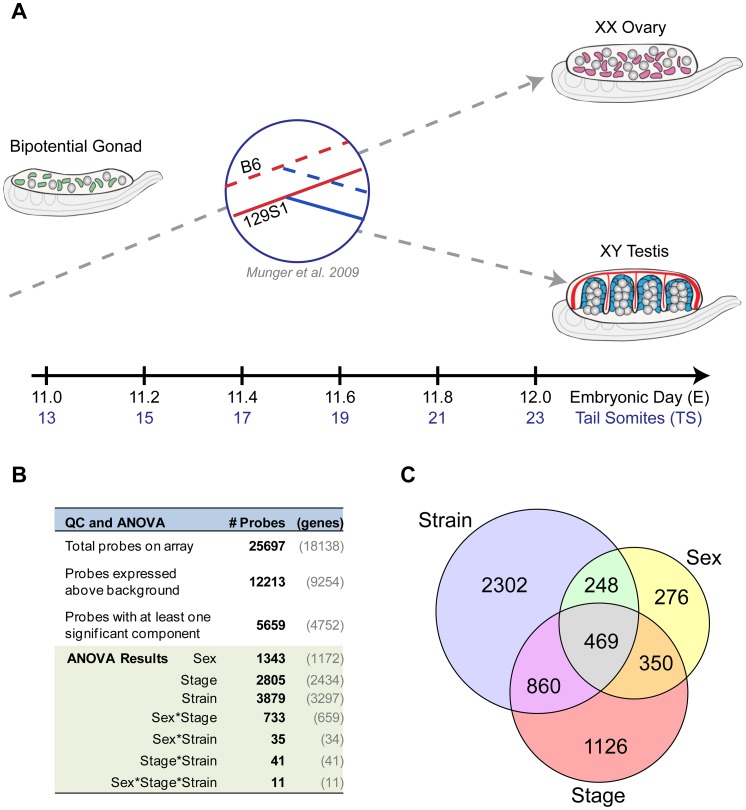
Time course analysis of the gonad transcriptome during the 24-hour period encompassing sex determination. (A) Experimental design. Total transcript abundance was profiled in XX and XY gonads at six equally spaced intervals between E11.0–E12.0 capturing the critical transition in the gonad transcriptome from a bipotential to sexually-differentiated state. The analysis was conducted in two inbred strains, C57Bl/6J (B6) and 129S1/SvImJ (129S1), with well-characterized differences in their sensitivity to sex reversal. By including XX gonads and multiple time points in the analysis, the current study expands on an earlier strain comparison of B6 and 129S1 gonads at E11.5 [1]. (B) Analysis of Variance (ANOVA) results. Nearly half of the probes on the array (n = 12,213), representing more than half of all genes (n = 9,254, shown in gray), were expressed above background levels at one or more time points between E11.0–E12.0 in XY or XX gonad samples. For a large proportion of expressed probes (n = 5,659), variation in gonad transcript abundance was significantly associated with additive effects from sex, developmental stage, and/or strain. A sex-by-stage interaction effect accounted for a significant proportion of the expression variation in 733 probes. (C) For many probes, variation in expression is driven by more than one experimental variable. A Venn diagram showing probes whose expression is affected by one or more of the additive effects of sex, stage, and strain. Values within each circle correspond to the number of probes that are significantly affected by that variable. Note that the overlaps in the Venn diagram do not capture interaction effects, but represent probes that are significantly affected by two or all three factors. For example, the 469 probes in the center region all exhibit variation in expression that can be attributed to differences in sex, stage, and strain independently, but not necessarily a sex*stage*strain effect (as occurs for 11 probes in the Anova analysis).

Total transcript abundance was measured by microarray for individual pairs of gonads for each sex/strain/stage combination (n = 74 total arrays, see Materials and Methods). 

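The 74 arrays hold 36 XX and 38 XY gonad pairs, 37 from each strain, in 24 groups of sex, strain and stage. Each group has 3 arrays, apart from 5 for 129S1 XY at E11.0, 2 for 129S1 XY at E12.0 and 4 for B6 XY at E11.2. Transcript levels were read on MouseRef-8 v2.0 BeadChips, and the authors deposited quantile-normalized values on a log2 scale, which are used here as they stand. Sex and strain can be checked from the transcripts: Xist, the RNA of X inactivation, lies between 9.71 and 11.08 in every XX array and between 7.10 and 7.58 in every XY array, and Eif2s3y, a Y-linked translation factor, between 6.83 and 7.28 against 8.51 and 9.94. Unless an exact or permutation test or an unadjusted p is named, p values below come from limma models of the 24 group means, adjusted over all kept probes by the Benjamini-Hochberg method. The p values of gene lists, from camera, are adjusted over the 24 lists of a comparison instead. With 3 arrays a side an exact test cannot give less than 0.1.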

A total of 9,254 genes (12,213 probes) exhibited significant expression above background in at least two replicates of one sample type, and were included in subsequent analyses (Figure 1B). 

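The intensities and detection p values of single arrays were not used here, because their columns cannot be paired with samples, so probes were ranked by the second brightest array of their best group. The 12,213 brightest were kept, the number of the paper by construction. They carry 8611 named genes by current symbols, and 689 of the probes carry no symbol. The dimmest kept probe reaches a log2 value of 7.649 in that array.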

Next, we fit a linear model accounting for the effects of strain, sex, stage, and two-way (e.g. sex*stage) and three-way (e.g. sex*stage*strain) interactions among these factors (Figure S1). 

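Of the kept probes, 5570 carrying 4372 named genes had at least 1 of the 7 terms of sex, stage, strain and their interactions past an adjusted p of 0.05 in limma moderated F tests. Sox9, the transcription factor that drives Sertoli cell differentiation, shows how terms combine: sex (limma adjusted p = 5.1e-28), stage (1.3e-11) and sex by stage (1.2e-15) passed, and strain passed less clearly (0.00976). Hs3st3a1, which makes a heparan sulfate modification, changed with stage (5.2e-22) and not with sex over stages (0.535 for sex by stage).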

For more than half (n = 4,752 (5,659 probes)) of the genes that passed our filtering criteria, a significant proportion of the observed variation in expression could be attributed to one or more experimental variables (Figure 1B). 

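Sex passed the limma F test at 1325 probes carrying 1085 genes, stage at 2773 carrying 2270, or 4320 probes with arrays weighted by quality, and strain at 3820 carrying 3025. Among named genes the sex term reaches its smallest adjusted p values at Xist, Eif2s3y and Mmd2, followed by Sox9 and Dhh.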

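In XX gonads, averaged over the strains, 748 probes rose and 726 fell between E11.0 and E12.0 (limma, adjusted p under 0.05, 12 arrays compared). Irx3, a homeobox transcription factor, rose by log2 3.07 ± 0.16 SE (limma adjusted p = 4.1e-22), Fst, which binds activin, by 2.83 ± 0.17 (2.0e-19), and Sprr2d by 3.40 ± 0.30 (1.7e-13). Among the others that rose were Lgals7 (2.07 ± 0.17), Sp5, a target of Wnt signaling (1.90 ± 0.21), and Gas6, a ligand of TAM receptors (1.70 ± 0.17). Transcripts that fell include Cbln1 (−2.77 ± 0.17, limma adjusted p = 4.7e-19), the alcohol dehydrogenase Adh1 (−2.14 ± 0.25), the forkhead factor Foxc1 (−1.86 ± 0.22), the chemokine Cxcl12 (−1.52 ± 0.25) and Bmp4 (−1.43 ± 0.21).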

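XY gonads changed at more probes over the same day, 908 up and 1172 down in the limma test. Cst9, of the cystatin family, rose by log2 4.23 ± 0.21 SE (limma adjusted p = 8.0e-24), Aard by 4.01 ± 0.21 (1.3e-23), Dhh, the hedgehog ligand of Sertoli cells, by 3.86 ± 0.15 (1.7e-28) and Mmd2 by 3.34 ± 0.14 (2.6e-27). The matrix protein Fbln2 (3.04 ± 0.14), the ETS factor Etv2 (2.59 ± 0.24), the calcium-binding Tesc (2.49 ± 0.10) and the metalloprotease Adamts16 (2.39 ± 0.12) also rose. Msx1 fell most, by 1.99 ± 0.15 (limma adjusted p = 1.1e-16), and Mgarp (−1.81 ± 0.20), the nuclear receptor Nr2f1 (−1.55 ± 0.21), Ecm1 (−1.55 ± 0.21), Igdcc3 (−1.50 ± 0.14) and Flrt3 (−1.49 ± 0.17) fell too.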

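Germ cell transcripts rose in XX gonads: of 23 measured genes of a list of 34, 12 rose and 0 fell, among them Dazl, an RNA-binding protein of germ cells (log2 1.49 ± 0.18 SE, limma adjusted p = 7.3e-09), Piwil2 (0.64) and Mov10l1 (0.45) of the piRNA pathway, and Rec8 (0.65). With p values adjusted over the list alone 19 rose, and the list as a group passed camera (adjusted p = 3.9e-12, or adjusted p = 0.0409 with an estimated correlation). Hox genes fell, 12 of 21 against 2 that rose, with Hoxb7 (−0.97), Hoxb5 (−0.95) and Hoxc9 (−0.93) among them (adjusted p = 1.1e-06, or adjusted p = 0.0296 with an estimated correlation). Feedback targets of Wnt signaling rose, 6 of 12 and 0 fell, including Axin2 (1.02) and Tnfrsf19 (0.99) (adjusted p = 1.8e-05, or adjusted p = 0.00111 with an estimated correlation). The female pathway list rose at 13 of 22 genes (adjusted p = 4.8e-16, or adjusted p = 0.000222 with an estimated correlation), while 4 male pathway genes rose and 3 fell (0.943). Retinoic acid genes fell at 3 of 9, Crabp2 (−0.86), Aldh1a2 (−0.62) and Crabp1 (−0.57), and the steroidogenesis list at 1 of 2, Mc2r (−0.87 ± 0.10).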

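In XY gonads the male pathway list rose at 25 of 29 measured genes (camera adjusted p = 7.4e-49, or adjusted p = 2.0e-09 with an estimated correlation), and the female list fell at 7 and rose at 2 (0.0872). Basement membrane and cartilage genes rose, 5 against 1 that fell, led by Col9a2 (log2 2.15) and Col18a1 (1.44). Genes of the hypoxia response fell at 9 of 22 with 0 up, among them Kdm3a (−0.67), Tpi1 (−0.60), Pkm (−0.51) and Aldoc (−0.51), and 3 of 13 macrophage genes fell, Lyz1 (−1.09), Coro1a (−0.72) and Laptm5 (−0.59). Cdk1 (0.54), Top2a (0.35) and Birc5 (0.25) rose among the cell division genes, and 3 cholesterol genes fell, each by less than 0.5. Of the lists called in XY here, all but the male pathway lost their camera call with an estimated correlation: adjusted p = 0.195 for matrix genes, 0.51 for hypoxia and macrophages, 0.253 for cell division and 0.408 for cholesterol. Germ cell genes rose at 8 and fell at 2 (adjusted p = 0.0143, or adjusted p = 0.525 with an estimated correlation), and Hox genes fell at 10 and rose at 2 (0.0045; 0.254 estimated).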

The individual components of sex (n = 1,172 genes/1,343 probes), stage (n = 2,434 genes/2,805 probes), and strain (n = 3,279 genes/3,879 probes), as well as the interaction effect of sex by stage (n = 659 genes/733 probes), all had significant effects on the expression of hundreds to thousands of genes. 

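By main effects alone, 266 probes passed for sex only, 1107 for stage only and 2257 for strain only in the limma F tests. Combined, 351 probes passed for sex and stage, 248 for sex and strain, 855 for stage and strain, and 460 for all 3. Lmo4 is in the last class, with adjusted p values of 2.7e-13 for sex, 0.016 for stage and 3.7e-05 for strain over the 74 arrays.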

For many of these genes, expression was influenced by the additive effects of multiple components (probes in overlap regions in Venn diagram, Figure 1C). Moreover, the sex by stage interaction effect reflects the number of genes that have a sexually-dimorphic pattern of expression that changes over time in the E11.0–E12.0 window. 

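The sex by stage term passed at 730 probes, 624 named genes, the sex by strain term at 35, stage by strain at 39, and the term of all 3 factors at 11. With array quality weights these counts are 1352, 76, 139 and 19, and leaving out single arrays moves the last 2 to between 23 and 62 and between 2 and 13. All 3 factors pass at 1 probe with stage as a linear trend and at 68 with p adjusted over all terms at once. Dhh passed for sex by strain (limma adjusted p = 0.000636) and stage by strain (0.0126), and Amh, the hormone of Müllerian duct regression, for sex by strain (0.00117) and for all 3 factors (0.0468). The sex by strain term also passed for Tesc (0.0331) and for Gbp2b (0.00329).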

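Between the strains, 2009 probes are higher and 1811 lower in 129S1 (limma, 37 arrays against 37). Most differences are small: 1444 of the higher and 1086 of the lower probes differ by less than log2 0.25, and 27 against 91 by 1 or more. Gbp2b, an interferon-inducible GTPase, is higher in 129S1 by 2.65 ± 0.07 SE (limma adjusted p = 1.0e-39), Gm5796 by 2.32 ± 0.05 (1.5e-44), the cation channel Trpc7 by 2.16 ± 0.07 and Ctse by 1.31 ± 0.04. Lower in 129S1 are the mitotic kinase Plk1 (−3.22 ± 0.12), Cops8 of the signalosome (−2.88 ± 0.06), the proteasome subunit Psmd8 (−2.85 ± 0.08), Tomm22 of mitochondrial import (−2.70 ± 0.07) and Kctd14 (−2.45 ± 0.10). The other probes of Kctd14 give −2.36 and −2.29, and a second probe of Kyat3 gives 0.82 where the first gives 1.30 ± 0.06. Other genes differ by probe: Epm2aip1 reads −2.21 at 1 probe and −0.22 and −0.03 at the others, and Rabl2 −2.11 against −0.36, so a strain difference seen at a single probe may come from the sequence under it.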

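By gene lists, 12 germ cell genes are higher in 129S1 and 3 lower, with Dazl (log2 1.1), Tfap2c (0.69) and Zfp42 (0.66) higher and the meiotic cohesin Rec8 lower (−1.62). Endothelial genes are higher at 11 of 18, such as Sox7 (0.30), with Flt1 lower (−0.42), and basement membrane and cartilage genes at 7 of 15, such as Col4a2 (0.48) and Nid1 (0.42). Macrophage genes are lower at 6 of 13, with Fcer1g at −1.32 and Laptm5 at −0.33, and Hox genes at 8 of 21, with Hoxc6 at −0.32. The red blood cell list is higher at 5 of 13, with Hbb-b2 at 1.22. Lists of the mesonephros, 4 higher with Lhx1 (0.69) and Bmp7 (0.48) and 2 lower, and of the interstitium, 7 higher with Rgs5 (1.14) and 3 lower with Col1a2 (−0.73), have adjusted p values of 0.282 and 0.287 in camera. The other lists of this paragraph pass camera at its preset correlation (adjusted p = 0.0439 for germ cells, 0.0199 endothelium, 0.00444 matrix, 0.0408 macrophages and red blood cells, 0.0297 Hox), but 0 do with an estimated correlation, where the adjusted p is 0.614 for germ cells, 0.202 for matrix and 0.513 for Hox.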

Finally, the large number of genes with a strain effect highlights the extent to which the transcription programs vary in the B6 and 129S1 strains. These data illustrate both the complexity and dynamic nature of the transcriptional program driving sex determination during this brief but critical developmental window.

### Sexually Dimorphic Gene Expression in the Gonad Is Established by Activation and Repression Programs

To obtain a global view of how dimorphism is achieved during the sexual fate specification of the gonad, we calculated the fold change in both XX and XY gonads for each gene between E11.0 and E12.0 in the robust 129S1 strain. We then graphed these sex-specific fold changes for each gene on an X-Y scatter plot, with fold changes in the XY gonad appearing on the Y-axis, and changes in the XX gonad appearing on the X-axis (Figure 2, Dataset S1). Complex refractory or oscillatory patterns were not detected over this relatively short temporal window, and therefore this two-stage comparison accurately characterized overall changes in gene expression. We first note from the scatter plot that the microarrays captured the expected expression patterns of several genes with known roles in sex determination. Some of these exhibiting male enrichment (*Sox9*, *Dhh*, and *Cbln1* [23], [24]), or female enrichment (*Irx3*, *Wnt4*, and *Msx1* [25], [26]), are shown adjacent to their locations in the scatter plot. In addition to genes with sexually dimorphic expression patterns, we also identified genes that are identically-repressed or activated by both the male and female programs (genes on the diagonal in Figure 2). 

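At E12.0 in 129S1, Dhh is higher in XY gonads by log2 4.47 ± 0.24 SE (limma adjusted p = 1.2e-21, 2 XY and 3 XX arrays), Cbln1 by 4.02 ± 0.27 (8.2e-18) and Sox9 by 1.97 ± 0.23 (1.2e-09). Irx3 is lower in XY by 3.40 ± 0.26 (4.4e-16), Wnt4 by 2.10 ± 0.33 (3.0e-06) and Msx1 by 2.15 (1.2e-10). The largest XY excess is that of Cst9, 4.57 ± 0.33 (1.3e-16), and the largest XX excess that of Sprr2d, −4.73 ± 0.47 (7.9e-12). In all, 387 probes are higher and 437 lower in XY, and without the first of the XY arrays 427 pass in total.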

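By a change of log2 0.585 or more in both sexes, with no p applied to the change, 47 genes were activated and 45 repressed in XX and XY gonads of 129S1 alike, among 306 changing genes with no XY to XX difference gained by E12.0.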

We hypothesize that pathways active early in both sexes are associated with a plastic bipotential state. 

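Gfra3, a receptor for a ligand of the GDNF family, fell in 129S1 by log2 1.66 ± 0.20 SE in XX (limma adjusted p = 2.7e-08, 3 arrays against 3) and by 1.91 ± 0.21 in XY (1.2e-10, 2 against 5). Hoxa7 fell by 1.32 ± 0.23 in XX (4.5e-05) and by 1.42 ± 0.23 in XY (6.1e-06).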

We would expect these genes (e.g. *Gfra3* or *Hoxa7*) to be down-regulated in both sexes as sexual differentiation proceeds. In contrast, genes that are identically-activated in both sexes between E11.0–E12.0 (e.g. *Hoxd10* and *Hs3st3a1*), may be associated with transition from a sexually-primed but plastic transcriptional state to a ovarian or testicular fate regardless of the nature of the fate commitment. 

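Hs3st3a1 rose by log2 1.99 ± 0.23 SE in XX (limma adjusted p = 4.7e-09) and by 2.01 ± 0.23 in XY gonads of 129S1 (9.1e-10). Hoxd10 rose by 1.45 ± 0.37 in XY (0.00428); its 1.12 ± 0.36 in XX meets the fold threshold of the scatter plot and not the adjusted test (0.0612), while in B6 it rose in both sexes, by 1.78 in XX (0.000667) and 1.88 in XY (0.000187).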

A subset of these genes (14, log2(fold change) >0.585 in both sexes) overlaps with the “core adrenogonadal program” previously identified in the related steroidogenic-factor-1-positive cell population [27].

**Figure 2:**
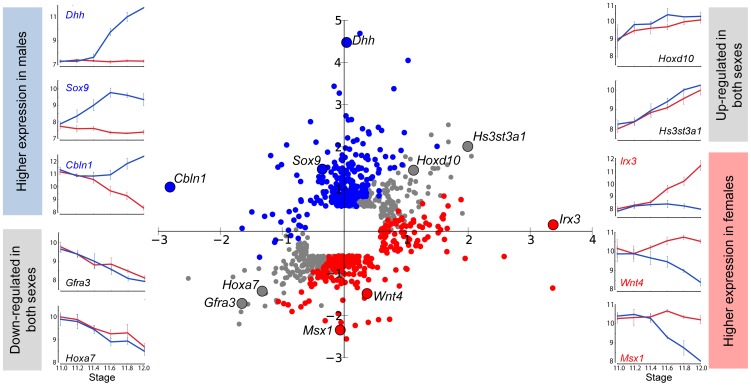
Changes in XX and XY gonads contribute to expression fold change between E11.0 and E12.0. Gene expression in XY and XX gonads was compared at the beginning and end of the 24-hour developmental window. For probes that exhibited a 1.5-fold or greater change in expression in either sex between E11.0 and E12.0, log of the Fold Change in the XY gonad is plotted on the Y-axis, and log of the Fold Change in the XX gonad is plotted on the X-axis. Probes that are similarly up-regulated or down-regulated in both sexes appear in gray in the upper right and lower left quadrants, respectively. Probes that become enriched in XY gonads relative to XX are shown in blue, while genes that become enriched in XX gonads relative to XX are shown in red. Examples from each category are highlighted, and their expression patterns in XY (blue line) and XX (red line) gonads are displayed. From this perspective, it is clear that enrichment in one sex is achieved by activation, repression, or both regulatory mechanisms.

This view of sexually dimorphic expression changes between E11.0 and E12.0 also revealed that higher expression in one sex can result from activation in one sex (e.g. *Dhh* in Figure 2), repression in the other sex (e.g. *Msx1*), or a combination of both mechanisms (e.g. *Wnt4*). 

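Dhh rose in XY gonads of 129S1 by log2 4.48 ± 0.22 SE (limma adjusted p = 1.6e-23) with no change in XX (0.04 ± 0.22, adjusted p = 0.958). Wnt4 fell in XY by 1.59 ± 0.30 (9.5e-05), and its change of 0.33 ± 0.30 in XX does not pass (0.669). Its other probe gives −1.48 and 0.37. Cbln1 is a case with both movements, up by 1.05 ± 0.25 in XY (0.00211) and down by 2.81 ± 0.25 in XX (8.6e-13).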

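Among genes that change by log2 0.585 or more in either sex and gain a sex difference by E12.0, here a difference above log2 0.3219 with an unadjusted limma p under 0.05, 256 (310 probes) are higher in XY gonads of 129S1. Of these, 233 were activated in XY and 31 repressed in XX. Tmem184a, Amh, Defb19 and Cbln4 lie far out among the XY-enriched transcripts, at 3.18 ± 0.26 SE, 3.30 ± 0.22, 3.14 ± 0.24 and 2.96 ± 0.19 over XX at E12.0 (limma, adjusted p of 1e-14 or less each). The 129S1 XY group at E12.0 has 2 arrays, and without the second of them the XY-higher genes number 506.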

From the scatter plot, it is evident that dimorphic expression of most genes (205 genes, log2(fold change) >0.585) expressed higher in the XY gonad occurred primarily through activation, with a small outlier group of genes (25 genes, log2(fold change) <−0.585) showing dimorphism as the result of repression in the XX gonad. Among genes showing higher expression in XX gonads, two principal gene clusters were evident: members of one cluster (77 genes) achieved dimorphism primarily through activation in the XX gonad, and members of the other (148 genes), primarily through repression in the XY gonad. This indicates that the dynamic expression changes observed during gonad fate commitment are a result of the action of activation and repression programs. 

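The XX-higher genes number 308 (365 probes), of which 105 were activated in XX and 214 repressed in XY gonads of 129S1, with genes that did both counted under each. Drp2, Sp5 and Trpc7 are examples of the XX-enriched side, at log2 −2.66 ± 0.30 SE, −2.47 ± 0.33 and −2.15 ± 0.25 in XY over XX at E12.0 (limma adjusted p = 4.6e-10, 7.4e-08 and 1.6e-09).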

We designed our following analysis to thoroughly characterize these and other aspects of the male and female transcriptional programs.

### Cohorts of Genes Can Be Resolved Based on Their Onset of Dimorphism in the Narrow Window between E11.0–E12.0

To identify ordered cascades of expression and co-regulated genes, we developed a Hidden Markov Model (HMM) (Figure 3). HMMs are well-suited to the task of discerning patterns in time series data [28], [29] because they use correlations between adjacent time points to overcome noise and increase sensitivity. Briefly, the HMM was designed with 18 states, three per time point – a male (i.e. testis-enriched) state, a female (i.e. ovary-enriched) state, and a similar expression state (Figure 3, Figure S2). The fold difference of a gene's expression between XX and XY gonads at each time point was used to train the HMM. After training the model, the Viterbi state path of each gene reflected whether the gene was expressed in a sexually dimorphic fashion, the sex in which it was expressed more highly, and the times at which the gene exhibited dimorphic expression. Importantly, only 22 of a possible 729 state paths through the model were populated (Table S1, Dataset S2), indicating that despite the highly dynamic changes in the transcriptome, there are common expression trajectories by which the expression patterns can be clustered. 

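Trained on the kept probes with a significant term, the 3-state hidden Markov model put them on 22 of 729 paths, 21 of them used in 129S1 and 17 in B6.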

We note that while the HMM classifies groups of genes as becoming dimorphically expressed at specific times, this is due to the discrete sampling during the window. In reality, expression changes likely occur in a continuum. Nonetheless, grouping the genes by their onset of dimorphism reveals interesting details of the regulatory programs involved.

**Figure 3:**
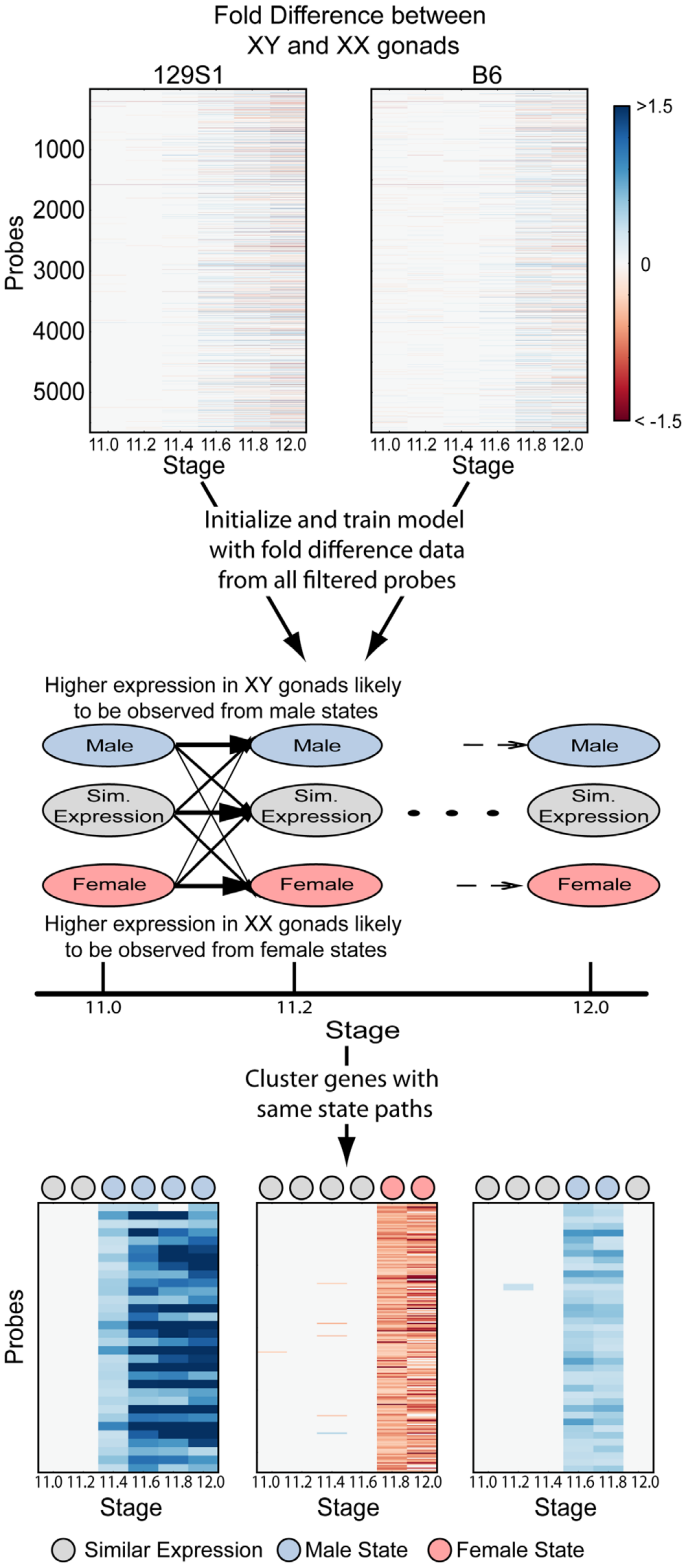
A Hidden Markov Model (HMM) to identify patterns of dimorphic expression in the gonad transcriptome. Fold differences between XY and XX gonads at each time point in both strains were calculated for all probes passing the ANOVA filtering step. This data was then used to initialize and train the Hidden Markov Model (HMM) (see Materials and Methods). The most probable (Viterbi) state path reflects possible dimorphic expression patterns between XX and XY gonads and was used to cluster genes. Heatmaps illustrate 3 clusters with state paths indicated by circles at the top of each heatmap.

Out of the 4,752 genes included in the analysis, 1,321 genes exhibited dimorphic expression at one or more time points between E11.0–12.0 in the 129S1 strain and similar numbers (1,037 genes) were dimorphically expressed in the B6 strain (Table S1). 

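The model calls 1474 probes (1240 named genes) dimorphic at some stage in 129S1 and 1151 (975) in B6. Its E11.0 members include genes of the sex chromosomes: Eif2s3y is higher in XY by log2 1.94 ± 0.18 SE in 129S1 and 1.97 in B6 (limma adjusted p = 1.6e-11 and 4.1e-10), and Kdm5d by 0.84 ± 0.15 and 1.05 (0.00205 and 0.000164). A state path rests on unadjusted p values and so includes differences that do not pass the adjusted test, some of which may be false calls.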

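In 129S1, 1410 of the dimorphic probes (1185 genes) are still dimorphic at E12.0 and 64 are not; in B6 the counts are 1114 (942 genes) and 37. Probes enriched in XY at E12.0 number 605 in 129S1 and 537 in B6, and those enriched in XX 805 and 577. With sex labels regrouped within strain and stage, the model still calls a median of 234 XY-enriched and 157 XX-enriched probes in 129S1. In B6 these medians are 104 and 96. Real sex differences stay in the values, and a regrouping can keep part of the real labels. So these medians are not counts of false calls. Without the first of the 2 arrays of 129S1 XY at E12.0 the XX-enriched probes of 129S1 number 533.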

Interestingly, for both 129S1 and B6, once a gene established a dimorphic expression pattern, most continued in a state of sexually dimorphic expression until E12.0 (n = 1,254 genes for 129S1, n = 995 genes for B6). We refer to these genes as male- or female-enriched depending on which sex exhibited higher expression. 

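Lefty2, a secreted inhibitor of Nodal signaling, is lower in XY than XX gonads of 129S1 by log2 0.59 ± 0.21 SE at E11.2, which does not pass the adjusted limma test (adjusted p = 1), and higher by 1.58 ± 0.21 at E11.8 (9.6e-08) and 2.36 ± 0.23 at E12.0 (9.8e-12). In B6 it is higher in XY by 1.00 ± 0.21 at E11.8 (0.00119), and the strains differ at E12.0 by 1.35 ± 0.31 (0.0222). Kctd14 stands at 0.79 ± 0.33 at E11.6 and −0.69 at E11.8 in 129S1, neither past the test (0.383 and 0.368). One of the 4 Mcm6 probes moves in the same way; it is lower in 129S1 by 3.74 where the other probes differ by 0.32 or less.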

Finally, only three genes (*Lefty2*, *Mcm6*, and *LOC233529*) in 129S1 (and none in B6) switched from being more highly expressed in one sex to the other during the duration of our window.

We used the HMM to cluster male- and female-enriched genes by the time of onset of dimorphic expression from E11.2 to E12.0 for the 129S1 strain (Figure 4A, B). This analysis revealed striking cascades of sexually-dimorphic male and female enrichment with the number of male- and female-enriched genes gradually increasing across time points. For example, for male-enriched genes, a single gene (*Sox9*) showed higher expression in males starting at E11.2, followed by 30 genes at E11.4, and finally 202 genes that showed sexually dimorphic expression at E12.0 (Table S1). 

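At E12.0 in 129S1 the male pathway list is higher in XY gonads at 23 of 29 measured genes with 0 lower (26 with p adjusted over the list alone; camera adjusted p = 1.1e-62, or adjusted p = 4.1e-11 with an estimated correlation), and the female list lower at 11 of 22 with 0 higher (14 alone; 9.5e-18, or adjusted p = 5.3e-05 with an estimated correlation). Matrix genes of cartilage and basement membrane are higher at 4 of 15, Col9a2 (log2 2.49 ± 0.17 SE, limma adjusted p = 2.2e-17), Col2a1 (1.71), Col18a1 (1.46) and Col4a1 (0.56), a group call of 3.7e-05 that stays at 0.0244 with an estimated correlation. Wnt feedback genes are lower at 4, including Tnfrsf19 (−1.93), and higher at Nkd2 (0.55), with a group adjusted p of 0.0239 and 0.0673 with an estimated correlation. The cell division list is shifted up as a group (0.00121, or adjusted p = 0.0362 with an estimated correlation) though 0 of its 23 genes pass, and the macrophage list down (0.0216, or adjusted p = 0.708 with an estimated correlation), with Mrc1 nearest at −0.51 (0.0808). X-linked genes that escape inactivation are lower at 3 of 5 and Y-linked genes higher at 2 of 3.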

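Other groups hold opposite movements at E12.0. Retinoic acid genes include Aldh1a1 (log2 1.51) and the degrading enzyme Cyp26b1 (0.91) higher in XY, and Crabp2 (−0.71) and Rarb (−0.56) lower, and camera gives an adjusted p of 0.889 with a downward sign where the mean is 0.08. Early gonadogenesis genes are higher at Lhx1 (1.05) and Tcf21 (0.75) and lower at Podxl (−1.00) and Wt1 (−0.64). Among germ cell genes Taf7l (−1.67) and Rec8 (−0.79) are lower and Zfp42 higher (0.58), with an adjusted p of 0.785 for the group. Hypoxia genes are lower at 5 of 22 (0.197 as a group). The ribosomal list, which also takes in 2 kinases by their symbols, is lower at 2 of 61, among them Rpl22 (−0.47), and higher at 1. Interstitial genes split between Tcf21 and Myh11 (−0.40), mesonephric genes between Lhx1 and Krt18 (−0.52). The lists of steroidogenesis, cholesterol, endothelium, red blood cells, immediate early response and Hox genes have 0 genes past the limma test, as has the hedgehog list, of which Smo alone was measured (−0.27 ± 0.14 SE, adjusted p = 0.328); in all, 1947 probes have an unadjusted p under 0.05 against 824 past the adjusted test.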

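Male-enriched onsets in 129S1 run 3 probes at E11.0, 1 at E11.2, 32 at E11.4, 208 at E11.6, 150 at E11.8 and 211 at E12.0. The E11.2 probe is that of Sox9. The 26 genes of E11.4 include Fgf9, Aard, Adamts16, Fbln2, Gdnf, Cyp26b1, Mmd2 and Sox13; Mmd2 is higher in XY by log2 1.00 at that stage (limma adjusted p = 0.00962). The limma test alone finds fewer early differences, 5, 4, 11, 232, 558 and 824 probes in either direction at the 6 stages, and the E11.6 count is 144 without replicate 2 of XY. At E11.6 it includes Aard (2.41), Cst9 (2.69, limma adjusted p = 1.7e-09) and Tesc (1.2, 3.1e-09).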

To determine whether these cascades primarily reflected changes in one gonadal cell type or several, we compared our whole gonad data with cell type-specific gene expression data from E11.5 and E12.5 isolated XX and XY supporting cells and germ cells [2]. We found that the overlap with germ cells was low (5%) (Figure S3). In contrast, 58% of genes that became male- or female- enriched in our whole gonad transcriptome prior to E11.8 were specifically dimorphic at E11.5 or E12.5 in supporting cells. After E11.8, the overlap with the supporting cell precursors dropped to 45%. Thus, consistent with previous results, the supporting cell lineage, known to be critical for initiating the sex determination decision, is responsible for a large proportion of the sexually-dimorphic gene expression that arises in the gonad between E11.0–E12.0 [2].

**Figure 4:**
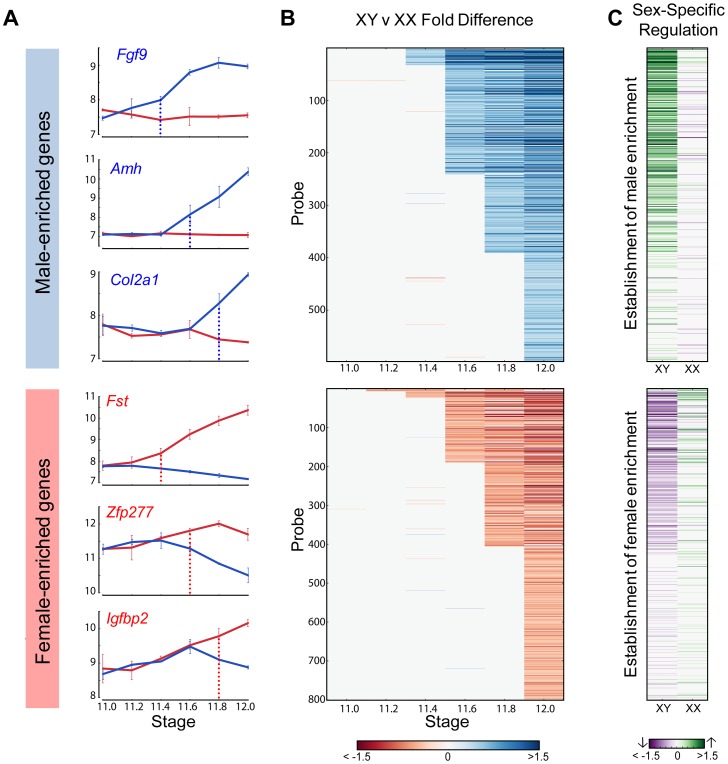
Cascades of dimorphic expression involving both activation and repression in XY gonads. (A) Examples of genes showing higher expression in XY (male-enriched genes, top panel) and XX gonads (female-enriched genes, bottom panel) from 129S1 mice. Blue and red vertical lines show the time point when dimorphic expression is significant. (B) Cascades of dimorphic gene expression identified by the HMM in XY (top panel) and XX gonads (bottom panel). Colors indicate the log fold change between XY and XX gonads at a specific time point for the 129S1 strain. The genes are arranged in order of time of onset of dimorphic expression. (C) Contribution to changes in expression between E12.0 and the time point before the onset of dimorphism are shown for each gene in (B) in XY (column 1) and XX (column 2) gonads. Top panel: male-enriched genes. Bottom panel: female-enriched genes. This analysis shows that male-enriched genes are mostly up-regulated in XY gonads while female-enriched genes are mostly down-regulated in XY gonads.

To determine whether activation, repression, or a combination of both was involved in primary establishment of dimorphism for each gene, we compared gene expression in each sex before the initiation of differential expression and the E12.0 stage (Figure 4C). Note that this analysis is more sensitive than the scatter plot (Figure 2) in identifying the cause of dimorphism as it examines the trajectory of expression following the onset of dimorphism as opposed to the starting point of the analysis (E11.0).

For all genes that showed higher expression in the XY gonad by E11.8, 73% of genes (256 genes) were strongly activated (log2(fold change) >0.32, p<0.05) in XY gonads, whereas only 9.5% (34 genes) were repressed in the XX gonad (log2(fold change) <−0.32, p<0.05). In addition 5.6% (20 genes) become dimorphic through a combination of activation in the XY and repression in the XX gonad. This indicates a strong activation program in XY gonads with a much lower contribution from repression of male pathway genes in XX gonads. 

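Of 391 probes whose enrichment in XY began between E11.2 and E11.8 and lasted to E12.0, 284 (72.6%; 240 genes) were activated in XY gonads of 129S1 and 38 (9.72%; 31 genes) repressed in XX, at a change above log2 0.32 with limma p under 0.05. Fbln2, Aard and Mmd2 are among the activated genes, with Cst9 and Dhh.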

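Both movements were found for 24 probes (6.14%, 18 genes), and neither for 23.8%, whose change in each sex did not meet that threshold of size and p.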

In striking contrast, enrichment of genes in XX gonads results not from activation in the ovary, but primarily through repression in the testis (Figure 4C, lower panel). 

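Pisd-ps2, a pseudogene of phosphatidylserine decarboxylase, and Kyat3, a kynurenine aminotransferase, show the repression in XY: over both strains Pisd-ps2 fell in XY by log2 1.62 ± 0.17 SE and Kyat3 by 1.55 ± 0.14 (limma adjusted p = 2.0e-13 for the latter). By contrast Fst, Irx3 and Sprr2d owe their difference to a rise in XX gonads.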

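Of 407 probes whose enrichment in XX began between E11.2 and E11.8 in 129S1, 66 (16.2%; 57 genes) were activated in XX and 249 (61.2%; 207 genes) repressed in XY, including 28 (6.88%; 25 genes) with both; 28.7% passed neither threshold and 200 (49.1%) were repressed in XY alone. Axin2 and Wnt4 lie among the XX-enriched genes of this set.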

Only 16% of probes (61 genes) that are female-enriched by E11.8 are activated in the XX gonad, while 61% (217 genes) are repressed in the XY gonad, with 7.5% (27 genes) becoming dimorphic due to a combination of activation in the XX and repression in the XY gonad. In fact, in several cases, *Msx1* for example (Figure 2), female enrichment stems exclusively from repression taking place in the testis. This indicates that in addition to the activation program, a strong repressive program is also present in the testis. 

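Msx1 fell in XY gonads of 129S1 by log2 2.34 ± 0.21 SE between E11.0 and E12.0 (limma adjusted p = 3.4e-13, 2 arrays against 5) and did not change in XX (−0.06 ± 0.21, adjusted p = 0.923, 3 against 3). Its sex difference appears at E11.6, −1.37 ± 0.21 (4.7e-06), and stands at −1.61 at E11.8. The paper concludes that XY gonads run a strong activation program for male genes and a strong repressive program for female genes, and reasons from the share of XX-enriched genes that fall in XY against the share that rise in XX. Here about 4 probes are repressed in XY for each one activated in XX, over genes whose dimorphism was called from the same arrays. What they measure is transcript level in whole gonads, so a fall in XY may be repression within cells or a smaller share of the cells that carry the transcript.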

While male repression of specific female pathway genes (*Wnt4*) has been known, the extent of this repressive signature is surprising.

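Sox9 is higher in XY gonads of 129S1 by log2 0.14 at E11.0, 0.77 ± 0.20 SE at E11.2, 1.41 ± 0.20 at E11.4, 2.41 at E11.6 and 2.30 at E11.8. The adjusted limma test passes from E11.4 (1.2e-05); at E11.2 the adjusted p is 0.823, and all 3 XY arrays lie above all 3 XX arrays, for which the exact p is 0.1 and which happens by chance in 10% of probes in one direction or the other.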

The HMM classified *Sox9* as the earliest male-enriched autosomal gene (E11.2), reflecting its position directly downstream of *Sry* in the testis pathway [5] and affirming the fine temporal resolution of our dataset. 

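The Sry probe is not among the kept probes: its log2 values are 7.12 ± 0.10 SD in XX (n = 18) and 7.14 ± 0.09 in XY arrays of 129S1 (n = 19), and 7.12 ± 0.07 and 7.14 ± 0.08 in B6 (n = 18 and 19), at the dim end of the array. Of the 11 Y-linked genes listed beforehand, 3 were measured, and Ddx3y has no named probe.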

As in previous microarray experiments using whole gonad samples [14], *Sry* was not detected above background levels in the current study. 

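Fgf9 is higher in XY gonads of 129S1 from E11.4 (log2 0.57 ± 0.13 SE, limma adjusted p = 0.0496) and reaches 1.28 at E11.6 (9.6e-11) and 1.56 at E11.8. Amh follows at E11.6 (1.04 ± 0.20, 0.000429), with 1.99 at E11.8 (1.4e-11). Dhh goes from 0.30 at E11.4 (0.996) to 2.49 ± 0.22 at E11.6 (4.2e-13) and 3.68 at E11.8 (3.4e-20).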

Following the up-regulation of *Sox9*, several other known crucial downstream genes such as *Fgf9*, *Amh*, and *Dhh* showed increased expression in XY gonads (Figure 4A, top panel). In the female-enriched group, *Wnt4*, one of the earliest autosomal genes known to act in ovary differentiation [6], [12], was sexually-dimorphic no earlier than E11.4. 

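The main Wnt4 probe is lower in XY gonads of 129S1 by log2 0.42 ± 0.30 SE at E11.4, which does not pass the limma test (adjusted p = 0.996), by 1.07 ± 0.30 at E11.6 (0.0386) and by 1.79 at E11.8 (1.6e-05). The hidden Markov model enters the female state at E11.6 with this probe and at E11.4 with a second Wnt4 probe.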

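Fst is lower in XY gonads of 129S1 by log2 0.71 ± 0.24 SE at E11.4, short of the limma test (adjusted p = 0.996), and by 1.74 at E11.6 (7.8e-07) and 2.55 at E11.8. Axin2 passes from E11.6 (−0.73 ± 0.18, 0.00973), with −1.00 at E11.8 (4.6e-05) and −1.32 ± 0.20 at E12.0 (7.8e-07).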

Other known female pathway genes such as *Fst* and *Axin2* became differentially expressed at the same stage or immediately following the dimorphic expression of *Wnt4*. All the male-enriched genes that were activated prior to *Sox9* and female-enriched genes enriched prior to *Wnt4* are Y- and X-linked genes, respectively (Figure S4 and S5). 

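Before Sox9, the male-enriched genes of 129S1 are Eif2s3y and Kdm5d, both on the Y in the assembly GRCm38.p6, and before Wnt4 and Fst the female-enriched ones are Xist, Kdm6a and Eif2s3x at E11.0 and Pbdc1, Porcn, Rhox6, Rhox9, Siah1b and Txlng at E11.2, all on the X. Xist is lower in XY by log2 2.61 ± 0.17 SE at E11.0 (limma adjusted p = 5.7e-18), while Eif2s3x (−0.59 ± 0.13, 0.0921) and Kdm6a (−0.50 ± 0.14, 1) do not pass at that stage alone. In B6 a gene outside the X, Rassf10, is also placed in the female state from E11.0.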

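Rhox9 is lower in XY gonads of 129S1 at E11.2 by log2 0.95 ± 0.34 SE, Rhox6 by 0.78 ± 0.29 and Txlng by 0.37 ± 0.17, and none passes the adjusted limma test (adjusted p = 1 each, 3 arrays against 3). In B6 the same genes stand at −0.07, −0.11 and −0.05 at E11.2, and the differences between the strains, −0.88, −0.67 and −0.31, do not pass either (1 each). Of the 7 X-linked probes placed at E11.2 in 129S1, 5 enter the female state at E12.0 in B6 and 2 never do.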

Particularly interesting are the 7 X-linked genes that exhibited higher expression in XX gonads starting at E11.2 (Figure S5). The cell-type specific data indicate that these genes are all highly expressed in germ cells and likely reflect the reactivation of the inactive X chromosome in XX germ cells at this stage [30].

### Activation of the Male and Repression of the Female Differentiation Pathways in the XY Gonad Are Delayed in the Sensitive B6 Strain

After characterizing the temporal dynamics of XY and XX gonad transcriptomes from the 129S1 strain that is resistant to XY sex reversal, we determined how the transcriptome varied in B6, a strain that is sensitive to XY sex reversal in response to multiple genetic perturbations [20], [31], [32]. While previous studies showed that male-enriched genes were expressed at a higher level and female-enriched genes at a lower level in 129S1 compared to B6 E11.5 XY gonads [1], it was not clear whether this strain difference was a result of the difference in expression levels, time of onset, or a combination of both. To address these questions, we profiled global gene expression in XY and XX gonads from B6 at the same six time points spanning the critical 24-hour window (E11.0–E12.0).

We used the HMM to identify male- and female-enriched genes in B6 mice (Figure S6). 

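In B6 at E12.0, 305 probes are higher and 292 lower in XY gonads (limma, 3 arrays a side). The total of 597 is 331 without replicate 3 of XY and 1935 with array quality weights. Those weights are 0.327, 0.566 and 5.41 for the XX arrays, so the weighted XX side rests mostly on 1 array. Cst9 (log2 3.51 ± 0.30 SE, limma adjusted p = 1.0e-13), Cbln1 (3.39 ± 0.25, 1.3e-16), Mmd2 (3.22 ± 0.20, 3.3e-19), Dhh (3.16 ± 0.22, 1.6e-17), Cbln4 (2.84 ± 0.17) and Aard (2.81 ± 0.29) lead the XY side. Lower in XY are Fst (−3.43 ± 0.24, 7.7e-17), Irx3 (−2.59 ± 0.23, 3.6e-13), Sp5 (−1.82 ± 0.30), the imprinted Phlda2 (−1.75 ± 0.31), Rec8 (−1.67 ± 0.20, 3.5e-09) and Wfdc1 (−1.54 ± 0.16). The male pathway list is higher at 22 of its 29 genes (camera adjusted p = 2.5e-52, or adjusted p = 7.1e-10 with an estimated correlation), and the female list lower at 14 of 22 with 1 higher (1.8e-21, or adjusted p = 8.1e-06 with an estimated correlation), Gng13 at −1.25 among them.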

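Earlier in B6 the limma test finds 8, 5, 7 and 28 probes different between the sexes from E11.0 to E11.6, where the 5 are 40 without replicate 1 of XX and the 28 are 16 without replicate 2 of XX, and array quality weights give 24 at E11.4 and 59 at E11.6. There are 492 at E11.8, or 250 without replicate 3 of XY at that stage. Male-enriched onsets of the hidden Markov model number 14 at E11.4, 75 at E11.6, 274 at E11.8 and 170 at E12.0, with Sox9 alone at E11.2; female-enriched onsets number 1 at E11.4, Fst, then 25, 215 and 329. Germ cell genes are shifted down in XY as a group at E12.0 (adjusted p = 4.1e-06, or adjusted p = 0.28 with an estimated correlation), with 1 of 23 past the test. Matrix genes of cartilage and basement membrane are higher at 3 genes (0.0109, or adjusted p = 0.231 with an estimated correlation), and Cdk1 (0.58) passes among the cell division genes (0.0138, or adjusted p = 0.17 with an estimated correlation).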

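Of 364 probes that became enriched in XY between E11.2 and E11.8 in B6, 244 (67.0%; 212 genes) were activated in XY and 23 (6.32%) repressed in XX. Of 241 enriched in XX, 40 (16.6%; 34 genes) were activated in XX and 124 (51.5%; 103 genes) repressed in XY. Msx1 fell in XY by log2 1.63 (limma adjusted p = 2.7e-08), and Irx3 rose in XX by 2.77 (1.6e-13).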

In good agreement with the data from 129S1 mice, these genes showed activation and repressive programs in XY gonads, and were strongly biased toward dimorphic expression in supporting cells. We then compared the timing of onset of sexually dimorphic gene expression between 129S1 and B6 (Figure 5). We observed a clear, consistent temporal shift in the onset of sexually-dimorphic expression in many genes in the susceptible B6 strain (Figure 5A, B). Specifically, for male-enriched genes, a comparison of strain onset distribution profiles revealed a statistically significant ∼5-hour delay in B6 relative to 129S1 (Figure 5C, upper panel). For example, 208 probes became enriched in 129S1 XY gonads relative to XX starting at E11.6 (Figure 5B). 

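Male pathway genes lie further apart between the sexes in 129S1. The mean of 29 listed genes in XY arrays, less that of XX arrays of the stage, is log2 0.26 (SD 0.06) at E11.4, 0.91 (0.12) at E11.6, 1.31 (0.17) at E11.8 and 1.77 (0.06) at E12.0 in 129S1, against 0.14 (0.15), 0.44 (0.08), 1.07 (0.17) and 1.30 (0.26) in B6, as plotted per array for both pathways. Over E11.2 to E12.0, the stages set for this test, 129S1 is ahead by 0.271 (permutation of strain within stage, p = 2.0e-04). At E11.6 the gap is 0.47, and all 3 arrays of 129S1 lie above all 3 of B6, for which the exact p is 0.1. At E11.0 it is −0.05, and at E12.0 it is again 0.47 (exact p = 0.2), so the score does not tell a later from a smaller difference in B6. Mean female pathway values are −0.41 in 129S1 and −0.22 in B6 at E11.6 and −0.68 against −0.63 at E11.8, a difference over E11.2 to E12.0 of −0.059 that does not pass (permutation p = 0.17).

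**Figure D1:**
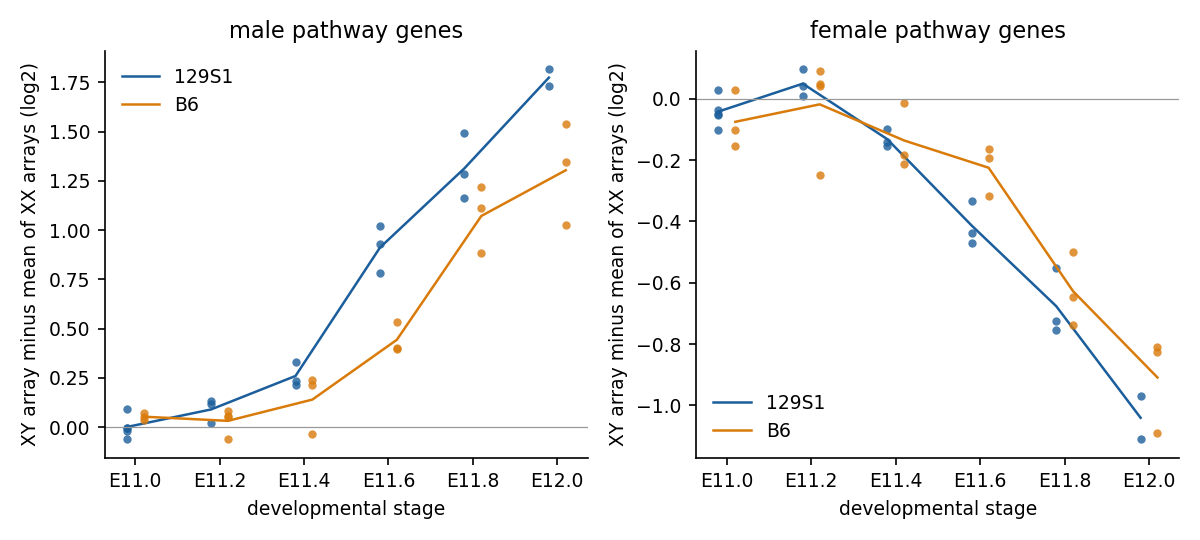
Pathway genes in XY gonads, as the XY array minus the mean of the XX arrays of the same strain and stage (log2), with male pathway genes left and female pathway genes right. Points are XY arrays and lines are means, in blue for 129S1 and orange for B6.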

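By single genes, Dhh is higher in XY by log2 1.84 ± 0.31 SE more in 129S1 than in B6 at E11.6 (limma adjusted p = 0.00165) and Mmd2 by 1.44 ± 0.28 (0.0136). The difference between the strains in the sex difference passes at 0 probes from E11.0 to E11.4, with 480, 309 and 169 under an unadjusted p of 0.05, at 4 at E11.6, 8 at E11.8 and 61 at E12.0. Leaving out single arrays moves these counts to between 2 and 11, 0 and 35, and 20 and 68. At E12.0 it includes Amh (1.83 ± 0.30, 0.000183) and Hapln3 (1.24 ± 0.20, 0.000183), which is higher in XY by 1.51 in 129S1 (1.1e-11) and by 0.27 in B6 (0.344). The male pathway list differs at E11.6 as a group (camera adjusted p = 3.5e-14, or adjusted p = 0.00152 with an estimated correlation), with 7 genes past when p is adjusted over the list alone. Lists of hypoxia (5.5e-05), cholesterol (0.00481) and interstitium (0.0146) also pass, each with 0 genes past and an adjusted p of 0.205 with an estimated correlation, and the hypoxia median turns to log2 −0.024 without replicate 2 of 129S1 XY.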

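For 326 probes that became male-enriched after E11.0 in both strains, onset was later in B6 for 172 (52.8%), 150 of them by a single stage, earlier for 25 (7.67%) and the same for 129 (39.6%), a mean delay of 2.49 h, or 1.59 h with array quality weights. Tesc and Cst9 have their onset at E11.6 in both strains, with larger estimates in 129S1 there: Tesc is at log2 1.2 in XY over XX in 129S1 and 0.36 in B6 (limma adjusted p = 0.958 in B6), and Cst9 at 2.69 and 1.19 (0.0792). The strain difference of the sex difference at E11.6 passes the limma test for neither gene. Over the later probes alone the mean is 5.44 h. Since an onset is read in steps of 4.8 h from p values, a weaker difference with the same timing also counts as a later onset.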

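Of the 208 probes that turn male-enriched at E11.6 in 129S1, 4 had turned so at E11.4 in B6, 37 do at E11.6, 108 at E11.8 and 20 at E12.0, and 39 do not. The 32 probes of E11.4 follow it, with 18 at E11.6 and 9 at E11.4 in B6. A probe of Tpd52l1 is among the 18, at log2 0.72 in 129S1 at E11.6 (limma adjusted p = 0.00553) and 0.33 in B6, where the limma test does not pass.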

When the same probes were examined in the sensitive B6 strain, only 37 became dimorphic at the same stage, while a majority (n = 107) became male-enriched ∼5 hours later at E11.8. Another 20 from this set did not become dimorphic in B6 until E12.0, and 35 probes that were male-enriched in 129S1 at E11.6 failed to become sexually-dimorphic in B6 by E12.0. Even in the case of genes that became male-enriched at the same time point in B6 and 129S1, a comparison of XY v. XX fold difference at the onset of dimorphism indicated that a majority of these genes (65.6%) show a higher male v. female fold difference in 129S1 than in B6 (Figure S7A, Binomial test p-value<0.005). This difference may reflect a more robust activation mechanism driving the male differentiation pathway in 129S1, or it could reflect a delay in expression onset in B6 that is less than ∼5 hours and therefore smaller than the minimum resolution threshold of this analysis.

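Among the 129 probes with the same male onset in both strains, the XY excess at onset is larger in 129S1 for 85 (65.9%), with medians of log2 0.61 and 0.49. Fbln2, at 2.19 ± 0.20 SE over XX in B6 at E12.0 (limma adjusted p = 1.3e-12), is among the male genes of both strains.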

**Figure 5:**
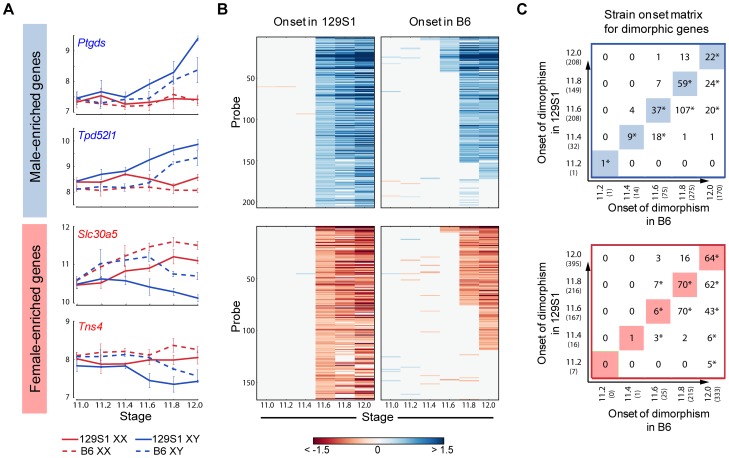
Dimorphic expression of multiple male- and female-enriched genes in B6 is delayed compared to 129S1 mice. (A) Expression of male- (top panel) and female-enriched (bottom panel) genes. Dimorphic expression for these genes is delayed by ∼5 hours in B6 compared to 129S1. (B) Heatmap showing dimorphic expression at E11.6 in 129S1 and comparison of same genes in B6. While a few genes show earlier dimorphic expression in B6 mice compared to 129S1, the dominant pattern shows a ∼5 hr delay between B6 and 129S1 mice. (C) Matrix showing the time of onset of dimorphism in 129S1 and B6 mice for male-enriched (top panel) and female-enriched (bottom panel) genes. For example, out of the 32 male-enriched probes that became dimorphically expressed at E11.4 in 129S1, 9 probes were also dimorphically expressed starting at E11.4 in B6 while 18 showed dimorphic expression starting at E11.6 in B6 mice. However, 4 genes are dimorphic in B6 XY gonads at E11.4, but not in 129S1 until E11.6. * indicates significant overlap with p<0.001 evaluated by a hypergeometric test. The highlighted diagonals show the number of genes showing similar onset of dimorphism in 129S1 and B6 mice. Note that some genes that are male- or female-enriched in one strain do not show dimorphism in the other strain.

Importantly, this delayed onset pattern of male-activated genes in B6 does not appear to stem from a difference at the top of the cascade in *Sry* expression level during this critical window. Although *Sry* was not detected above background in these arrays, there was no significant difference in expression levels between 129S1 and B6 between E11.2–E12.0 by qRT-PCR (Figure S8A). It should be pointed out that the high variability in *Sry* abundance observed among individual pairs of XY gonads could mask a small but real strain effect for *Sry* expression levels. In contrast, *Sox9* is more robustly up-regulated in 129S1 relative to B6 (Figure S7B), an observation we confirmed by qRT-PCR (Figure S8B). 

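Sox9 is higher in XY gonads of 129S1 than of B6 by log2 0.55 ± 0.19 SE at E11.2 (limma adjusted p = 0.0869), 0.70 ± 0.20 at E11.4 (0.0292) and 0.56 ± 0.20 at E11.6 (0.101), and by 0.28 ± 0.08 over the 6 stages (0.00826). At E11.4 the arrays of the strains overlap and the exact p is 0.3, where the smallest possible is 0.1. Against XX, Sox9 in B6 stands at 0.43 ± 0.19 at E11.2 (limma adjusted p = 0.656, exact p = 0.0857, smallest possible 0.0286), 0.90 ± 0.20 at E11.4 (0.0687) and 1.74 ± 0.20 at E11.6 (2.5e-08). The call of that sex difference at E11.4 depends on the processing: it passes with the replicate number as a block (limma adjusted p = 0.0202) and with array quality weights (8.57e-05). The strain difference of that sex difference, 0.50 ± 0.29 at E11.4 and 0.67 ± 0.29 at E11.6, does not pass (1 and 0.993). Values of the single arrays are plotted for Sox9 and Lmo4.

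**Figure D2:**
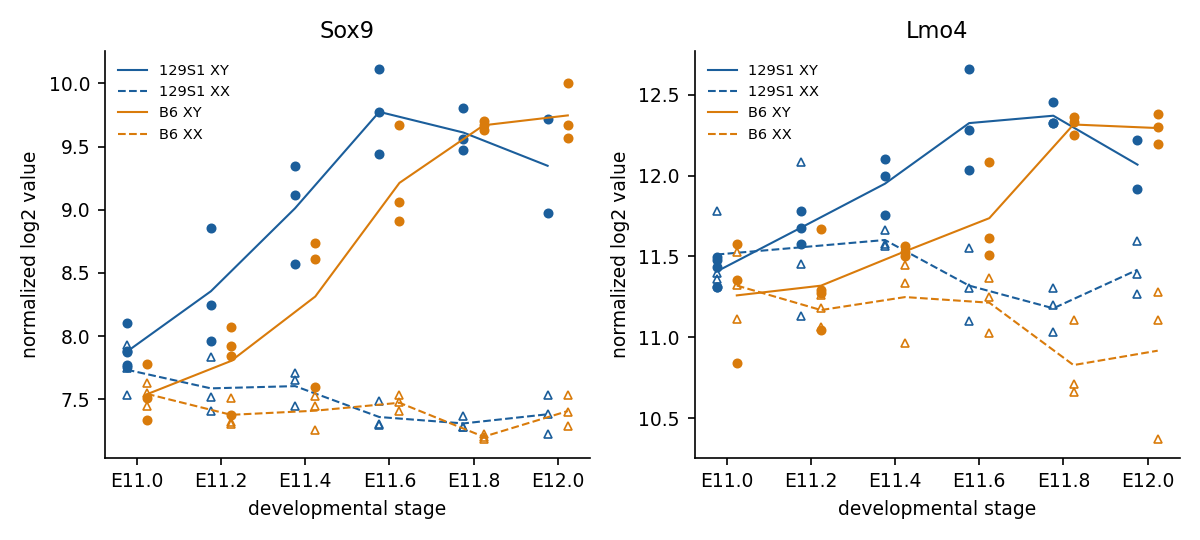
Normalized log2 values of Sox9 and Lmo4 in each array over the 6 stages and both strains. Filled circles with solid lines are XY arrays and their means, open triangles with dashed lines XX arrays and their means.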

By E11.8 expression of *Sox9* in B6 XY gonads has caught up with expression in 129S1. 

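At E11.8 the Sox9 levels of XY gonads differ by log2 −0.06 between 129S1 and B6 (limma adjusted p = 1), and at E12.0 by −0.40 ± 0.23 (0.432). Over XX, Sox9 in B6 stands at 2.46 at E11.8 (5.5e-14) and 2.34 ± 0.20 at E12.0 (2.5e-13).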

Some of the delay in onset of male-enriched genes at later stages in B6 may be due to this initial deficiency in the robustness of *Sox9* activation.

Note that the delayed onset pattern was not observed for every gene that became male-enriched over this 24-hour period. For example, of the 208 probes that were male-enriched starting at E11.6 in 129S1, a few (*Gstm2*, *Etv5*, *Gas7*, and *Mybphl*) became sexually-dimorphic *earlier* in B6. Similarly, of the 75 genes that showed male-enrichment in B6 at E11.6, 11% (n = 8, including S*chip1*, *Lpl*, *Socs2*) become male-enriched later in 129S1 or not at all before E12.0. This indicates that although much of the male differentiation pathway is delayed in B6, this pattern is unlikely to be due to a more general delay in gonad differentiation.

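At E11.4 Gstm2 stands at log2 0.34 ± 0.16 SE in XY over XX in B6 and 0.32 ± 0.16 in 129S1, Gas7 at 0.40 and 0.33, Etv5 at 0.44 and 0.25 and Mybphl at 0.36 and 0.10. The strain differences of −0.02 ± 0.22, −0.07 ± 0.24, −0.19 ± 0.25 and −0.26 ± 0.21 do not pass the limma test (adjusted p = 1 each). In 129S1 at E11.6 Gas7 (1.18, 1.8e-06), Gstm2 (1.05, 5.0e-06) and Mybphl (0.61, 0.00949) pass. The study chose these 4 genes from these samples.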

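Of the 75 probes that turn male-enriched at E11.6 in B6, 8 do so later in 129S1, among them Schip1, Lpl, Socs2 and Spry4, and 12 more do not by E12.0. Lpl stands at log2 0.41 ± 0.15 SE in B6 and 0.32 ± 0.15 in 129S1 at E11.6, and at 0.80 (limma adjusted p = 8.5e-05) and 0.38 (0.193) at E12.0, with a strain difference of −0.42 that does not pass (0.819). Socs2 is at 0.65 ± 0.28 and 0.49 at E11.6 and passes in both strains at E11.8 (0.98, 0.0311 and 0.91, 0.0459).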

Female-enriched genes exhibited a similar significant ∼5 hour delay in B6. However, this strain delay stems from the later repression of female genes in XY gonads (Figure 5B lower panel). 

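For 357 probes that became female-enriched in both strains, onset was later in B6 for 190 (53.2%), earlier for 26 (7.28%) and the same for 141 (39.5%), a mean delay of 3.13 h, or 6.62 h over the later probes alone. With array quality weights the mean is 1.55 h and 33.9% are later. Irx3 has the same onset in both strains, E11.6, but is at log2 −1.19 ± 0.23 SE in 129S1 at E11.6 (limma adjusted p = 0.000491) and −0.67 in B6 (0.708) there, and at −1.93 and −0.98 at E11.8. Tns4, later in B6, is at −0.54 (0.0162) and −0.06 at E11.6. Rspo1 is also later in B6, with a difference at E11.8 of −0.73 in 129S1 (0.0108) and −1.05 in B6 (0.000114).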

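Msx1 is lower in XY gonads of 129S1 than of B6 by log2 1.39 ± 0.21 SE at E11.6 (limma adjusted p = 1.3e-06) and by 1.16 at E11.8 (5.5e-05). In B6 it differs between the sexes by −0.33 at E11.6 (0.999) and passes from E11.8 (−1.02, 0.000661). The strain difference of the sex difference, −1.05 ± 0.29 at E11.6, does not pass over all probes (0.358).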

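Fst is lower in XY gonads of 129S1 than of B6 by log2 1.15 ± 0.24 SE at E11.4 (limma adjusted p = 0.000778) and 1.00 ± 0.24 at E11.6 (0.00421), and by 0.72 at E11.8 (0.0855). Over all stages and both sexes the female pathway list is lower in 129S1 at 10 of 22 genes and higher at 1 (camera adjusted p = 7.5e-05, or adjusted p = 0.112 with an estimated correlation). Gng13 (−1.74), Lypd6 (−0.91), Msx1 (−0.78) and Fst (−0.71) are among the lower ones. The Gng13 value rests on a single kept probe and may come from the sequence under it. The male list is higher at 17 of 29 and lower at 2, with Aard (0.65), Defb19 (0.52) and Tpd52l1 (0.46) higher and Gstm6 lower (−0.57) (0.00451, or adjusted p = 0.261 with an estimated correlation).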

As a consequence, B6 XY gonads are exposed to higher levels of female pathway genes for a longer period relative to 129S1 XY gonads. For example, of the 166 probes that become female-enriched in 129S1 starting at E11.6, only six exhibit a similar expression pattern in B6, while 70 become female-enriched ∼5 hours later, another 43 probes become dimorphic at E12.0, and 47 fail to reach a sexually-dimorphic state by E12.0 (Figure 5C, lower panel). 

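Of 167 probes that turn female-enriched at E11.6 in 129S1, 6 do so at that stage in B6, 70 at E11.8 and 43 at E12.0, and 48 do not. For the 217 of E11.8 the B6 onsets are 7 at E11.6, 70 at E11.8 and 61 at E12.0, and 79 do not follow. Axin2 follows later, at log2 −0.34 in B6 at E11.6 and −0.66 ± 0.18 SE at E11.8 (limma adjusted p = 0.0154).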

Similar to the male-enriched genes, 62.4% of female-enriched genes that become dimorphic at the same time in both strains show a higher fold difference in 129S1 than in B6 (Figure S7C, p<0.005).

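Of the 141 probes with the same female onset, 88 (62.4%) have the larger difference in 129S1, with medians of log2 0.49 and 0.45. At the level of genes, Igfbp2 stands at −1.61 in 129S1 (limma adjusted p = 0.000111) and −1.34 in B6 at E12.0.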

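Dhh and Mmd2 pass the limma test for a larger sex difference in 129S1 at E11.6. Of 100 groupings of the strain labels, the real one included, 6 give as many probes or more past that test, so chance stays open. The male pathway score, XY less XX, is larger in 129S1, but both genes are on its list. The paper proposes from the later onsets in B6 that the male pathway downstream of Sox9 is delayed there, with female gene repression following, and argues from the genes that turn dimorphic earlier in B6 that a general delay of the gonad is unlikely. A general delay can be asked of the genes that change with stage: over 1923 such probes, B6 XX gonads run behind 129S1 by 0.80 h (SE 1.37) and XY gonads by 1.40 h (SE 1.36), so at 2 SE neither a lag of 0 nor one of about 2.5 h is excluded. Sox9 itself is lower in B6 XY gonads at E11.4 by the limma test (adjusted p = 0.0292), but the arrays of the strains overlap and the exact p is 0.3. Its sex difference does not pass a test between the strains. The paper also found a Sox9 difference between the strains by quantitative PCR, at the tail somite count of E11.4 and the next one. Those measurements were not analysed here.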

In summary, our evidence argues against a general developmental delay in B6 and suggests that the increased sensitivity of B6 XY gonads to sex reversal stems from a delay in the activation of male pathway genes downstream of *Sox9*, combined with a consequent delay in the repression of female pathway genes.

### Strain Differences in Temporal Gene Expression Can Predict Candidate Genes that Underlie Expression Quantitative Trait Loci

In addition to providing a more comprehensive view of the global transcription dynamics driving male and female sex determination in the robust 129S1 and sensitive B6 strain backgrounds, this fine temporal expression data provided a means for narrowing eQTLs to identify novel regulators of sex determination. In previously published work, we mapped 19 regions of the genome in an F2 intercross population where genetic variation between B6 and 129S1 was correlated with differences in gene expression for one or more genes associated with sex determination [1]. Eight of these regions were correlated with the expression of multiple genes, yet none of these prominent “trans-band eQTLs” harbored an obvious candidate gene with a known role in the sex determination process. Unfortunately, most of the eQTL regions identified in this initial coarse mapping were too large to functionally test every gene in the interval.

We established filtering criteria based on temporal strain expression and genomic data to prioritize candidate genes within the eight trans-band eQTLs (Table 1). Briefly, protein-coding genes in the interval were considered as candidates if they were expressed at one or more time points between E11.0–E12.0 in XY samples (eQTLs were mapped only in XY samples; therefore, the causative gene underlying an eQTL should be expressed in the XY gonad). Based on this list, we analyzed each candidate within the interval for strain differences in expression levels or time of onset, and prioritized genes with strain-dimorphic patterns. We investigated whether each gene harbored one or more polymorphisms (SNPs, insertion/deletions) that differed between B6 and 129S1 and might affect its expression or function. Only those genes with characterized variation within 10 kb up- and down-stream of the transcription start site (TSS) were prioritized for further analysis. Finally, we interrogated the Mammalian Phenotype (MP) browser to identify any genes in the region with a characterized knockout phenotype affecting sex determination (MP:0002210, abnormal sex determination), or a known relationship with any of the target genes it was predicted to regulate. We tailored our candidate search strategy to each individual eQTL, and exploited prior information about the expression or function of the target genes for that region. Thus, we expected that genes involved in regulating early gonadogenesis genes would be expressed in both sexes at an early stage, whereas those regulating the male or female pathway would be more likely to exhibit sexually dimorphic gene expression.

**Table 1:** Identification of candidate genes in prominent trans-band eQTLs based on dynamic expression patterns.

eQTL Chr: interval (MGI Genes)	Controlled Transcripts	Expression pattern/Function of transcripts	Expressed in XX/XY gonad	Sexually Dimorphic	Strain Dimorphic	Abnormal SD phenotype (MP:0002210)	Best Candidate(s)
**1:** 33–49cM (364)	*Sry, Sox9, Fgf9, Ptgds, Cbln1*	Male pathway	97	11	32	4	*Serpine2, Inha, Myl1, Igfbp5, Efhd1*
**3:** 65–76cM (60)	*Fog2 (Zfpm2), Ctnnb1, Pld1, SF1 (Nr5a1), Dapk1, Dock4, Cbln1, Rec8L1 (Rec8), Fgf9, Rspo1, Col9a3, Smpdl3b, Gata4, Socs2, Wt1, Asns*	Early gonadogenesis, Female pathway, Male pathway	20	6	13	0	***Lmo4*** *, Gbp1/2/3, Ccbl2, Bcl10*
**5:** 26–46cM (276)	*Sphk1, Mmd2, Trim47, Dhh, Tpd52l1, Serpine2*	Male-enriched	61	12	15	5	*Pdgfra, Kit, Ppargc1a, Igfbp7*
**12:** 33–49cM (219)	*Rpgrip1, Wt1, Dock4, Fog2 (Zfpm2), Axin2, Pld1, Pdgfd, Ctnnb1, Dax1 (Nr0b1)*	Early gonadogenesis, Female pathway	72	9	17	3	*Gtf2a1, Hspa2, Mlh3*
**14:** 31–39cM (174)	*Cbln1, Serpine2, Gng13*	Male-enriched	58	5	23	6	*Gata4, Ptk2b, Piwil2*
**15:** 36–58cM (526)	*SF1 (Nr5a1), Cst9, Pglyrp1, Rec8L1 (Rec8), Dtna, Mmd2, Centb1 (Acap1), Tpd52l1, Defb19*	Early gonadogenesis, Female-enriched, Male-enriched	208	29	77	13	*Sp1, Dhh, Amhr2, Sbf1, Smc1b, Mov10l1, Pfdn5, Pick1*
**17:** 19–39cM (367)	*Taf7l, Defb19, Ren1, Slco3a1, Smoc2, Pglyrp1*	Male-enriched, Female-enriched	123	11	37	5	*Txndc2, Dazl, Rab31*
**19:** 36–41cM (108)	*Fst, Slco3a1, Smpdl3b*	Female-enriched, Male-enriched	49	6	22	1	*Tmem180, Sema4g, Pax2*

Strain differences in temporal gene expression are informative for predicting regulatory genes underlying trans-band eQTLs. Multiple criteria were established to identify the best candidate genes in the trans-band eQTLs mapped in Munger et al. [1]. First, the putative regulatory gene must be expressed above background at or before E11.5 to exert any effects on downstream target genes. Genes implicated in the list of target genes that exhibited a sexually-dimorphic expression pattern consistent with the sexual differentiation pathway (male or female) were prioritized. Genes that met both of the above criteria, and exhibited strain expression differences (either in overall levels of transcript abundance or in timing of onset of sexual dimorphism) in a pattern consistent with the observed allelic effects for that eQTL, were prioritized as the highest candidates. A few eQTLs harbor genes in which abnormal sex determination phenotypes have been noted in the null mutant mouse, and these genes were given similar high priority. Using these criteria, confidence intervals containing 60–526 protein coding genes were narrowed down to eight or fewer high priority candidates.

In total, for the eight prominent trans-band eQTLs mapped in our previous study [1], of which the average interval contains ∼300 genes (range = 60–526 genes), we narrowed each down to, at most, eight promising candidates. Of particular interest, the distal Chr 3 region was strongly associated with the expression of nearly one-third of all the genes in our previous mapping study [1], including known regulators of early gonadogenesis (*Fog2/Zfpm2*, *SF1*/*Nr5a1*, *Gata4*, *Wt1*, and *Ctnnb1*) and both the female (*Ctnnb1*, *Rspo1*) and male (*Fgf9*) differentiation pathways. A total of six genes were identified as candidates based on their strain-dimorphic expression patterns, but only the transcription cofactor *Lmo4* (lim domain only 4) exhibited a dynamic pattern consistent with a role early in both pathways and an additional male-specific role downstream of the sexual fate decision. 

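Lmo4, a LIM domain transcription cofactor, differs between XY and XX gonads of 129S1 by log2 −0.10 at E11.0, 0.12 at E11.2 and 0.35 ± 0.18 SE at E11.4 (limma adjusted p = 0.996), and by 1.00 ± 0.18 at E11.6 (0.000252), 1.19 at E11.8 (3.6e-06) and 0.65 ± 0.21 at E12.0 (0.041). The E12.0 call is lost with all probes of the array in the model (0.0781), and without replicate 1 or 3 of XX or either of the 2 XY arrays.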

*Lmo4* is expressed at similarly high levels in both sexes until E11.4 (Figure 6A), and becomes male-enriched as early as E11.6. Importantly, while *Lmo4* was up-regulated in B6 XY gonads at the same time as in 129S1, there was a significant strain effect with expression in 129S1 being higher. This observation is consistent with the observed allelic effect for the eQTL (B6129SF2 gonads that were homozygous for the 129S1 allele exhibited higher expression of target genes). 

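In B6, Lmo4 is higher in XY by log2 0.52 ± 0.18 SE at E11.6, where the adjusted limma test does not pass (adjusted p = 0.753; exact p = 0.1) though the hidden Markov model enters the male state there as in 129S1, and by 1.49 at E11.8 (2.1e-08) and 1.38 at E12.0 (1.5e-07). It is higher in 129S1 by 0.27 ± 0.05 over all arrays, by 0.31 in XX (0.000981) and 0.22 ± 0.07 in XY (0.024); in XY the gap is 0.59 ± 0.18 at E11.6 (0.0403), 0.05 at E11.8 and −0.23 at E12.0. The targets of the chromosome 3 interval come from the earlier mapping, while the best candidates over all intervals were chosen on these samples and are no independent evidence. At E12.0 in 129S1 the targets are higher in XY at 3 and lower at 6 of 15, with Pld1 (−1.82) and Smpdl3b (−1.08) lower and a median of −0.31 against a mean of 0.02, and the candidates are higher at 7 and lower at 7 of 31.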

Finally, there is a significant amount of genetic variation in *Lmo4* between 129S1 and B6, including an insertion in the 3′ UTR in 129S1 as well as multiple intronic SNPs and indels [33]. Based on these selection criteria, we elected to focus on developing a functional assay for *Lmo4*.

**Figure 6:**
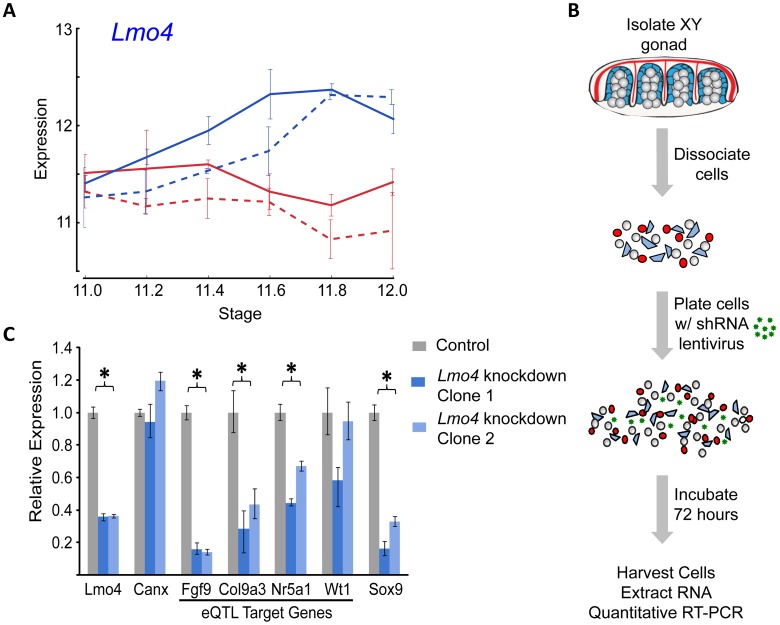
Validation of *Lmo4* as a novel regulator of gene expression in the fetal gonad. (A) *Lmo4* exhibits an expression pattern indicative of a role in sex determination and consistent with expectations for a gene underlying a strain eQTL regulating early sex determination and male pathway genes. It is expressed at similar levels in XY and XX gonads before E11.6, becomes enriched in XY gonads as early as E11.6 in both strains, and shows reduced expression levels in B6 (dashed lines), consistent with the observed allelic effects of the Chromosome 3 eQTL. (B) E12.5 XY gonads were dissected free of the mesonephroi, pooled by sex, dissociated into single cell suspensions, plated on tissue culture plates at t = 0 with lentiviral particles containing shRNA targeted to the candidate gene of interest, and cultured for 72 hours. Quantitative RT-PCR was conducted to assay expression of predicted targets. (C) Lentiviral shRNA-mediated knockdown of Lmo4 in cultured XY primary gonadal cells resulted in the consistent down-regulation of multiple Chromosome 3 eQTL target genes relative to the nontargeting control (gray bar) using two different shRNA hairpins targeting Lmo4 (light/medium blue bars in graph). Expression was normalized to the housekeeping gene *Gapdh*. Both male pathway genes, *Fgf9* and *Col9a3*, were significantly down-regulated following Lmo4 knockdown with both clones. Similarly, one of the putative targets with a role in early gonadogenesis, *SF1/Nr5a1*, was significantly reduced, however expression of the other gene involved in early gonadogenesis, *Wt1*, was not significantly affected by *Lmo4* knockdown. The important male pathway regulator *Sox9* was found to be significantly down-regulated as a result of *Lmo4* knockdown. *Canx* (a second normalization gene not predicted to be a target of LMO4) showed no difference in expression compared to the control. Error bars show minimum and maximum expression. Significance was calculated by comparing control and data across all independent runs.

### Validation of Lmo4 as the Causative Gene Underlying the Trans-band eQTL on Distal Chromosome 3

Historically, moving from a list of candidate genes to a validated quantitative trait gene (QTG) has represented the largest hurdle (in both resources and time) to success in complex trait mapping studies in the mouse. To address this problem, we optimized a lentivirus-mediated shRNA delivery method to artificially silence candidate regulatory genes with high efficiency in dissociated gonad primary cells from E12.5 XY gonads (Figure 6B). As a positive control, we utilized pre-designed and validated shRNA clones (Sigma MISSION) packaged in lentiviral vectors to silence *Sox9* expression in primary gonadal cell culture, and quantified the expression of known downstream targets (Figure S9). Lentiviral-mediated knockdown resulted in a nearly 80% reduction in *Sox9* expression relative to a nontargeting control sample. Two of the three known targets (direct or indirect) of SOX9, *Amh* [34] and *Fgf9* [4], were down-regulated significantly following *Sox9* knockdown. *Ptgds*, the third known target of SOX9 [35], is not expressed at high levels in cultured gonad primary cells, and we could not detect a change in *Ptgds* expression following *Sox9* knockdown. However, a marker of the female pathway, *Fst* [36], showed a significant and greater than 2-fold up-regulation in this assay (p<0.016). Thus, this *in vitro* assay recapitulates well-characterized genetic interactions that occur in the gonad *in vivo*.

We extended our analysis to test *Lmo4* as a candidate regulator underlying the Chr 3 eQTL. We silenced *Lmo4* expression to 36% of a nontargeted control (p<0.001) (Figure 6C). Although the degree of knockdown was relatively modest, it was observed consistently in three independent trials and with two shRNA clones. Importantly, silencing *Lmo4* expression by two-thirds resulted in the consistent, significant down-regulation (p<0.05) of three of the four putative eQTL targets measured by qRT-PCR. *Fgf9*, *Col9a3*, and *SF1/Nr5a1* were significantly down-regulated by both shRNAs (Figure 6C). Down-regulation of a fourth target of the Chr 3 eQTL, *Wt1*, was not statistically significant (p<0.13). Interestingly, although it was not identified as a Chr 3 eQTL target in our original mapping study, *Sox9* expression is significantly down-regulated following *Lmo4* knockdown by both shRNA clones (p<0.001). Note that the predicted targets (*Fgf9*, *Col9a3*, and *SF1/Nr5a1*) of the Chr 3 eQTL region are those that are affected by the different alleles in B6 and 129S1. Even though *Sox9* did not map as a target of the Chr 3 eQTL in our study, it might not be differentially regulated by *Lmo4* between B6 and 129S1, yet could still be a target of *Lmo4*. In total, these experiments provide strong support for *Lmo4* as the transcriptional regulator underlying the Chr 3 trans-band eQTL and may reveal additional regulatory interactions that were undetected in the eQTL mapping study.

## Discussion

The transcriptional cascades that control development of multicellular organisms are a central focus in modern biology [37]. It is now evident that transcriptional regulation involves the coordinated action of a cohort of players including transcription factors, chromatin remodelers, non-coding RNAs, and epigenetic modifications. An important step in identifying the specific players in this network and deconvolving their effects on the transcriptional program is a detailed characterization of the transcriptome during the developmental process. Our efforts in this paper were focused on the critical 24-hour window when the gonad begins to transition from a bipotential primordium to a testis or ovarian fate. To that end, we sampled global transcript abundance at 3× finer granularity than previous studies, and in the process discovered multiple temporal cohorts of sexually-dimorphic genes in this brief window. Importantly, we found that sexually-dimorphic gene expression patterns during this period are primarily driven by activation and repression cascades in the XY gonad. Most male-enriched genes are activated in the XY gonad but remain unexpressed or unchanged in the XX gonad. In contrast, female–enriched genes acquire that pattern mostly by a combination of repression in the XY gonad and continued activation in the XX gonad. A ∼5-hour delay in both the activation of the testis pathway and repression of the ovarian pathway likely underlies the sensitivity of the B6 strain to XY sex reversal. We applied this new temporal expression resource to prioritize eQTL intervals mapped in our previous study. Finally, we developed a primary cell-based RNAi assay, and used it to validate a candidate new regulator of sex determination.

### Gonadal Sex Determination Is Orchestrated by a Highly Dynamic Transcriptome

Previous microarray studies profiled transcript abundance in whole gonads or isolated cell populations at two or more time points before and after the sex determination decision [2], [13]–[15]. These datasets served as important resources for the field. However, the temporal resolution around the critical stage of sex determination was limited in all but one study to 24-hour intervals (Nef sampled at E10.5, E11.0, and E11.5). It was evident from these earlier studies that the gonad transcriptome changed very little between E10.5–E11.0, that the difference between E11.0–E11.5 was significant, and between E11.5–E12.5 the testis and ovarian transcriptomes are highly sexually dimorphic. We predicted that information about the sequential order of gene activation/repression during the E11.0–E12.0 window would be valuable. Using data from the fine time course, we designed an HMM to precisely separate genes based on their position in the transcriptional cascade. As opposed to other clustering methods such as k-means clustering [38], HMMs are able to both account for the time dependence in the data and exploit this layer of information to identify patterns often obscured by noise prevalent in microarray data. We note that this HMM can be readily extended to time course expression analyses in other systems.

Our analysis identified waves of sexually-dimorphic gene expression in the 24-hour window following the onset of *Sry* expression, which suggest regulatory cascades. We note that while the HMM identifies dimorphically expressed genes as being dimorphically expressed at distinct time points, this is a result of the sampling times of our transcriptome analysis. Finer sampling in this window is likely to reveal that genes grouped together at a time point show minor differences in timing of the onset of dimorphism. Previous work indicated that the supporting cell lineage is the first lineage in the gonad to show sexually dimorphic expression followed by other gonadal cell lineages after E11.5 [2]. Consistent with this, over half (58%) of the genes we identified that became sexually dimorphic prior to E11.8 could be specifically assigned to the supporting cell lineage prior to E11.8 with 5% showing dimorphism in germ cells. The discrepancies in the overlap are likely due to the increased sensitivity of the HMM to identify dimorphically expressed genes and the conservative measure of dimorphic expression used in the cell-type specific expression study.

As expected, we observed a strong signature of gene activation associated with up-regulation of the testis pathway in XY gonads. However, we were surprised by the extent of the repressive program that silences female pathway-associated genes in the XY gonad following activation of the male pathway. Testing of candidates from our study will be an important step towards identifying the factors responsible for these patterns of expression in the male and female program. Based on their early onset of sexually-dimorphic expression, several genes are promising candidates to play an early regulatory role in the male and female pathways (Table S2, Text S1). 

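Sox13 is higher in XY gonads of 129S1 by log2 0.35 ± 0.13 SE at E11.4 (limma adjusted p = 0.996), 0.45 at E11.8 (0.0334) and 0.57 ± 0.15 at E12.0 (0.00699). In B6 it stands at 0.03 at E11.4, 0.46 at E11.8 (0.0332) and 0.60 at E12.0 (0.00173).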

*Sox13* is a member of the SOX protein family that lacks an activation domain but can repress Wnt signaling by forming a complex with the β-catenin cofactor, TCF1 [39], [40]. 

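Mef2c is higher in XY gonads of 129S1 by log2 0.57 ± 0.17 SE at E11.6, short of the limma test (adjusted p = 0.0732), and by 0.99 at E11.8 (4.5e-05) and 0.81 at E12.0 (0.00283). It rose in XY by 0.73 ± 0.18 between E11.0 and E12.0 (0.00247) and not in XX (−0.07).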

*Mef2c* is activated in the XY gonad at E11.6 and has been shown to interact with *Sox9* in chondrocytes [41]. 

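The main Gtf2a1 probe is lower in XY gonads of 129S1 by log2 0.18 ± 0.16 SE at E11.4 (limma adjusted p = 0.996), 0.64 ± 0.16 at E11.6 (0.00949) and 0.83 at E11.8 (0.000151); the model puts another of its probes in the female state from E11.4. Tcea3, in the female state from E11.6, is lower by 0.39 ± 0.15 at that stage (0.278) and 0.57 at E11.8 (0.0128), and it rose in XX by 0.55 (0.0209).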

Among genes that showed female-enrichment, *Gtf2a1*, a general transcription factor that is part of the initiation complex for PolII recruitment [42], became dimorphic at E11.4 in the XX supporting cell lineage and *Tcea3*, a known PolII elongation factor became dimorphic at E11.6. Interestingly, female-enriched TFs such as *Zfp277*, *Runx1*, *Lef1*, *Lhx9* and *Msx1* were strongly down-regulated in XY gonads. Conversely, *Irx3* showed strong activation in XX gonads, and has been predicted to have a function during ovarian differentiation independent of *Foxl2* and *Wnt4* [43].

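Zfp277 fell in XY gonads of 129S1 by log2 0.76 ± 0.16 SE (limma adjusted p = 0.000339) and stands at −1.19 against XX at E12.0 (4.8e-07). The falls in XY of Runx1 (−0.36 ± 0.13, 0.0626), Lhx9 (−0.48 ± 0.22, 0.158) and Lef1 (−0.15, 0.523) do not pass. At E12.0 Runx1 is lower in XY by 0.75 ± 0.15 (0.000141), while Lhx9 (−0.73, 0.0528) and Lef1 (−0.38, 0.0881) fall short. Another Lhx9 probe gives −0.93 there.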

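Irx3 rose in XX gonads of 129S1 by log2 3.37 ± 0.23 SE between E11.0 and E12.0 (limma adjusted p = 6.4e-17) and did not change in XY (0.15 ± 0.24, 0.755).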

### Sensitivity to Sex Reversal in B6 Stems from the Delayed Onset of the Male Pathway Downstream of Sox9

Strain differences in resistance to sex reversal upon perturbation of the sex determination network have been the focus of several studies. The importance of the timing of the antagonistic testis and ovarian programs to B6-associated sex reversal was first proposed by Eicher in 1983 [44], based on the finding that introduction of a *Mus domesticus* Y chromosome (Y^Dom^, or Y^POS^) onto a B6 genetic background led to sex reversal [20]. Sex reversal in this case was later shown to be associated with the delayed onset of *Sry* [45]. However, this work did not explain why the B6 strain is more susceptible to sex reversal in cases where a weak allele of *Sry* is not involved [37].

Here we showed that the onset of sexually dimorphic gene expression was delayed by approximately five hours in the “unperturbed” (i.e. wildtype) B6 strain compared to 129S1. This delay is consistent across the cascade starting from E11.4 with genes that are both up- and down-regulated in XY gonads. Interestingly, we detected no significant difference by qRT-PCR in the level of *Sry* expression between the strains; however we cannot rule out a difference in the onset of *Sry* expression prior to the window of our analysis. Nonetheless, *Sox9* is up-regulated at the same stage (E11.2) in B6 and 129S1. Despite this agreement, the activation of many downstream genes in the male pathway is delayed in B6. In our previous microarray comparison of B6 and 129S1 testes at E11.5 [1], *Sox9* was found to be enriched in B6 relative to 129S1 XY gonads at E11.5, in contrast to the current study, where *Sox9* levels are lower in B6 until E11.8–E12.0 (Figure S7B). This discrepancy may stem from small developmental staging differences in the pooled gonads used in the previous study, as *Sox9* levels are changing very rapidly at E11.5. However, as this and other recent studies [32], [46] illustrate, the system may be sensitive to minor fluctuations in gene expression between E11.0–E11.5. Thus, the slightly lower level of *Sox9* expression that we detected in B6 relative to 129S1 XY gonads might contribute to the delayed onset timing of downstream genes in B6. In addition, our fine time course data here helps explain the previously observed higher expression of female-enriched genes in B6 compared to 129S1. Specifically, the observed difference at E11.5 is a consequence of the delayed repression of female-enriched genes in B6 XY gonads.

### Prediction and Validation of Lmo4 as a Novel Regulator of Sex Determination

Previous transcriptome and genetic mapping studies produced gene lists or large intervals with candidate regulators of sex determination [1], [13]–[16], [18], [22], [47]. The bottleneck in applying the results of these studies has been the inability to prioritize between several dozen candidates and then test these candidates in a manner that is inexpensive and efficient. We have addressed both these deficiencies in the current study. We used our fine time course dataset in conjunction with a previous eQTL study and cell-type expression data to identify candidate regulators of sex determination.

To overcome the hurdle of testing candidate regulators, we developed an RNAi assay to silence the expression of candidate genes, and then monitored the expression of putative downstream target genes after knockdown. As predicted, shRNA-mediated silencing of the transcription cofactor *Lmo4* resulted in the down-regulation of known important regulators of early gonadogenesis (*SF1/Nr5a1*) and the male pathway (*Sox9* and *Fgf9*). This provides strong evidence that in addition to previously characterized roles during development in the neural tube [48]–[50], neural crest [51], cortex [52], and thymus [53], *Lmo4* is also a regulator of sex determination in the gonad. However, this does not preclude the possibility that other genes on distal Chr 3 have roles during sex determination and control the expression of one or more of the 16 eQTL target genes. 

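Gbp1, Gbp2, Gbp3 and Ccbl2 carry the current symbols Gbp2b, Gbp2, Gbp3 and Kyat3, matched by gene identifier. In XY gonads of 129S1 all 4 fell between E11.0 and E12.0, Kyat3 by log2 2.23 ± 0.20 SE (limma adjusted p = 3.4e-13), Gbp2b by 2.16 ± 0.24 (2.8e-10), Gbp2 by 2.10 ± 0.24 (6.8e-10) and Gbp3 by 0.58 ± 0.12 (0.000561). At E11.4 they differ between the sexes by −0.24, −0.41, −0.28 and −0.19 (limma adjusted p = 0.996 each), and at E11.6 by −1.08 (0.000224), −1.07 (0.00301), −0.83 (0.0463) and −0.42 (0.0509). In B6 XY gonads Gbp2b fell by 0.95 (0.00552) and Kyat3 by 0.88 (0.00193), and Gbp2 (−0.61, 0.131) and Gbp3 (−0.24, 0.332) did not pass. At E12.0 the sex difference is larger in 129S1 for Gbp2b by 2.04 (0.000503) and Gbp2 by 1.62 (0.0124), and not for Kyat3 (0.0543) or Gbp3 (0.275). The study picked them on these samples, and Gbp2b is also the gene most raised in 129S1 of all, so its fall starts from a higher level.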

To point, four of the other candidate regulators identified in this region (*Gbp1/2/3*, and *Ccbl2*) are expressed at similar high levels in both sexes before E11.4, and then become down-regulated specifically in XY gonads at or after E11.6. This pattern predicts a role for these genes in the female differentiation pathway. Future assays to overexpress these candidates in XY primary cells or silence them in XX primary cells will assess their potential as regulators for one or more of the Chr 3 eQTL target genes.

In closing, our fine temporal analysis of the gonad transcriptome revealed multiple cascades of sexually-dimorphic gene activation and repression during the critical first 24 hours of sex determination. This information provides a valuable resource for future experiments to identify novel genes, pathways, and network motifs associated with sex determination in particular, but also organ differentiation in general. We replicated this analysis in a strain that exhibits a unique sensitivity to sex reversal, and showed that the compromised capacity to buffer genetic perturbation in B6 is most likely due to a consistent ∼5-hour delay in the activation of a large portion of the male pathway and subsequent down-regulation of much of the female pathway. We integrated the temporal strain expression data with genetic mapping data that identified regions associated with gene expression in the gonad at E11.5, and in so doing were able to narrow down large intervals to a small set of the best candidate genes. Finally, we optimized lentivirus-mediated RNAi knockdown in cultured gonad primary cells, and used this assay to validate *Lmo4* as a novel sex determination gene. Importantly, this validation strategy is easily scalable, and we expect that this assay will be a valuable first step to test potential regulators and in assembling a transcriptional network of sex determination.

## Materials and Methods

### Ethics

All animals were maintained and experiments were conducted according to the Institutional Animal Care and Use Committee of the Duke University Medical Center and NIH guidelines (Permit Number: A168-11-07).

### Mice, Dissection, Developmental Staging, and Genotyping

For the time course microarray study, C57BL/6J (stock no. 000664) and 129S1/SvImJ (stock no. 002448) mice were obtained from The Jackson Laboratory. CD-1 outbred mice were used (strain code 022, Charles River) in the gonad primary cell assays.

Timed matings were established for B6 and 129S1, and embryos were collected from dams between embryonic day (E) 11.0–12.0. Embryos were individually staged by counting tail somites (ts) distal to the hindlimbs: E11.0, E11.2, E11.4, E11.6, E11.8, and E12.0 corresponds to 13, 15, 17, 19, 21, and 23 ts, respectively [1], [54]. For each strain at each time point, three individual pairs of XX and XY gonads from at least two separate litters were collected. The chromosomal sex of each embryo was determined by PCR on head DNA using primers to detect *Kdm5c/Kdm5d* (5′-TGAAGCTTTTGGCTTTGAG-3′ and 5′-CCGCTGCCAAATTCTTTGG-3′). Gonads were dissected away from mesonephroi in sterile PBS (Gibco/Invitrogen, cat no. 1490-144) and stored in RNAlater RNA stabilization solution (Ambion, cat no. AM7024) at −20C until all samples were collected. To minimize contamination and RNA degradation, all surgical instruments and surfaces were treated with RNaseZAP RNase decontamination fluid (Ambion, cat no. AM9780), followed by 70% EtOH in DEPC-treated water, before and during the dissection procedure.

### Microarray Processing - RNA Isolation, Labeling, and Hybridization

For the microarray analyses, at least three biological replicate samples were profiled for each strain/stage/sex (n = 74 total arrays), with one exception (n = 2 replicates for 129S1 E12.0 XY). Total RNA was first extracted from individual pairs of E11.0–E12.0 XX and XY gonads (separated from mesonephroi) with the RNeasy Micro kit with on-column DNase digestion (QIAGEN, cat no. 74004) following the manufacturer's protocol. Total RNA was eluted in 14 ul RNase-free water (not DEPC- treated), and 2 ul were used to quantify RNA concentration on a NanoDrop ND-2000 (Thermo Scientific). Only samples with >100 ng of total RNA and an A280∶A260 ratio of >1.6 were included in the expression analyses.

From each total RNA sample, mRNA was selectively reverse transcribed with oligo(dT) primers to T7-labelled cDNA, and then amplified by in vitro transcription (IVT) to produce biotinylated cRNA using the Illumina TotalPrep Amplification Kit (Ambion/Life Technologies, cat no. AMIL1791) according to manufacturer's instructions. cRNA concentration was quantitated on the NanoDrop ND-2000, and as necessary, individual samples were concentrated in a vacuum centrifuge. 750 ng of biotinylated cRNA (in ∼10 ul volume) were hybridized to Illumina MouseRef-8 v2.0 BeadChips (Illumina, cat no. BD-202-0202) according to Illumina protocols, and array intensity was measured on an iScan scanner (Illumina). To minimize potential for batch effects to confound analysis, individual samples were assigned to 8-sample BeadChips using a balanced design.

### Microarray Data Processing and Temporal Coexpression Analysis

Microarray data files were imported into GenomeStudio software (Illumina, V2010.1), and raw expression values for each sample extracted. Expression values were quantile normalized and log2 transformed using the R package Beadarray [55]. Probes that had a detection p<0.005 in at least two replicates for any sample type were used for analysis. Data are publicly accessible in GEO (accession number GSE41948).

### ANOVA Analysis

The ANOVA analysis was conducted using the R package Limma [56]. A sex by strain by stage factorial analysis was conducted as outlined in [57]. The model included the sex, strain, and stage variables, the sex*strain, sex*stage and strain*stage two-way interaction terms, and a three-way interaction term sex*strain*stage. The model was fit for all the probes that had reliable expression (detection p<0.005) in at least two replicates of any one sample using the lmFit function in the Limma package. The statistical significance of each of the terms was evaluated using the eBayes function in Limma. Probes that did not have a significant difference (Benjamini-Hochberg adjusted p<0.05) for at least one of the variables were excluded from further analysis.

### HMM to Identify Dimorphic Expression

Hidden Markov Models (HMMs) are generative probabilistic models that explicitly model the observed data as being emitted by a ‘hidden’ biological state (here, male or female enrichment). Further, transition probabilities between states capture the time dependencies in data between adjacent time points. Inference algorithms allow for computing the most probable state paths that give rise to the observed data, and accounts for noise inherent in observed data. The modeling of time dependencies between biological states, and accounting for noisy observations, makes HMMs particularly well suited to analyze time course microarray data [28], [29].

We designed a left-to-right HMM with three states per time point (Figure 3). The three states correspond to male state (with higher expression in males), female state (with higher expression in females) and similar expression state (with no difference in expression between the two sexes). The observed data on which the model was trained and clustered was the quantized Fold Difference (FD) of the log2 normalized values between XX and XY gonads at each time point. Note that a fold change of expression of 1.25 corresponds to an FD of 0.3219, fold change of 1.5 to an FD of 0.585 and a fold change of 2 to an FD of 1. Limma was used to calculate FD between XX and XY gonads at each time point for each strain. If a specific comparison did not have a p-value<0.05, or |FD|>0.3219 then the FD for that comparison was set to 0. The FD was then quantized into symbols as follows:

Symbol s - Similar expression in XX and XY gonads [−0.3219 < FD < 0.3219].

Symbol *m_1_* - Higher expression in XY gonads [0.3219 < FD < 0.5850].

Symbol *m_2_* - Higher expression in XY gonads [0.5850 < FD < 1].

Symbol *m_3_* - Higher expression in XY gonads [1 < FD]

Symbol *f_1_* - Higher expression in XX gonads [0.3219 > FD > −0.5850].

Symbol *f_2_* - Higher expression in XX gonads [0.5850 > FD > −1].

Symbol *f_3_* - Higher expression in XX gonads [1 > FD].

The symbols *m_1_*, *m_2_*, *m_3_*, and *f_1_*, *f_2_*, *f_3_* indicate varying levels of confidence in the differential expression between XX and XY gonads.

For each gene, for each strain there were 6 symbols indicating the FD between XX and XY gonads across the time window. For example, for *Sox9* in the 129S1 strain, the following FDs were observed at the 6 time points – 0, 0.77, 1.41, 2.41, 2.30, and 1.97. Following the rules listed above, this was quantized as s, *m_2_*, *m_3_*, *m_3_*, *m_3_*, *m_3_*.

The emission probabilities of the HMM were initialized as shown in Figure S2B to reflect the intuitive meaning of the states and the possible observed symbols from each state. Note that all probabilities were initialized as being non-zero. After training was completed, emission probabilities still reflected the intuitive meaning of the states (Figure S2B).

The transition probabilities between states were initialized as follows (Figure S2A). Observed symbols were first classified into male, female and similarly expressed – symbols *m_1_*, *m_2_*, *m_3_* into state *M*, symbols *f_1_*, *f_2_*, *f_3_* into state *F*, symbol *s* to state *S*. Transitions between all combinations of states in adjacent time points were counted and normalized to make transition probabilities from each node sum to 1. A pseudocount of 1 was added to all possible transitions (transition between states in adjacent time points) to initialize all probabilities as non-zero.

The HMM was trained using the Baum-Welch algorithm for 200 iterations with data from both strains for all the probes that passed the filtering criteria and were shown to have a significant effect for at least one variable in the ANOVA analysis. The state path for the observed FDs for each of the probes was computed using the Viterbi algorithm. Probes with the same state paths were clustered together.

### shRNA Clones and Lentivirus Production

Pre-validated gene-specific MISSION shRNA clones (Sigma Aldrich; *Sox9* pLKO.1 clones: TRCN0000086165, TRCN0000086167; *Lmo4* pLKO.1 clones: TRCN0000084373, TRCN0000084375; Nontargeting Controls – TurboGFP shRNA SHC004, eGFP shRNA SHC005) and lentiviral packaging and envelope plasmids (Addgene; pCMV-dR8.2 dvpr ID# 8455, pMD2.G ID# 12259) were purchased as bacterial stocks, and high quality plasmid DNA was isolated from overnight liquid LB cultures with a Maxiprep kit (QIAGEN, cat no. 12162) following manufacturer's instructions and quantitated on a NanoDrop ND-2000.

Lentivirus production followed the Addgene 4-day protocol with slight modifications (www.addgene.org/tools/protocols/pLKO/) [58]. All work with lentiviruses was performed in a BSL2+ hood following approved biosafety procedures. On Day 1, for each sample, 5×10^6^ HEK-293T/17 cells (ATCC cat no. CRL-11268) were suspended in 10 ml of Dulbecco's Modified Eagle Medium (DMEM, Gibco cat no. 11995) +10% Fetal Bovine Serum (FBS) without antibiotics, plated to 10 cm cell culture plates, and incubated at 37°C, 5% CO_2_ overnight. Late in the afternoon of Day 2, 10 ug of pLKO.1 shRNA plasmid, 7.5 ug of pCMV-dR8.74 dvpr packaging plasmid, and 2.5 ug of pMD2.G envelope plasmid DNA were suspended in Opti-mem serum-free medium with 60 ul X-tremeGENE HP DNA transfection reagent (Roche, cat no. 06 366 236 001) in a 3∶1 ratio to a total volume of 600 ul, incubated at 25°C for 20 minutes, then applied drop-wise to the 10 cm plate containing HEK-293T/17 cells at 60–80% confluency, swirled gently to disperse evenly but not dislodge cells from the plate, and incubated at 37°C, 5% CO_2_ overnight (12–18 hours). On day 3, media containing the transfection reagent was removed carefully and decontaminated in >10% bleach. Next, 5.5 ml of fresh viral growth medium (vGM, containing Neurobasal medium (Gibco, cat no. 21103-049) supplemented with 10% FBS, 0.5 mM L-glutamine (Gibco, cat no. 25030-149), and 1× Antibiotic-Antimycotic (Gibco cat no. 15240-062)) was added carefully to the side of the plate so as not to disturb the transfected virus-producing cells, and incubated at 37°C, 5% CO_2_ overnight. Late in the afternoon of day 4, the virus-containing vGM was harvested with a 10 ml syringe, and filtered through a 0.45 um PES syringe filter (Whatman, cat no. 6780-2504) into sterile 2.0 ml polypropylene cryo-vials. Viral media was stored at 4°C for use within 5 days, or at −80°C for long-term storage. All laboratory materials that came into contact with viral particles were treated as biohazardous waste and autoclaved according to BSL2+ safety practices.

### Gonad Primary Cell Assays

The effect of silencing candidate regulatory genes was assayed in dissociated gonad primary cell cultures. Timed matings were established for CD-1 mice, and embryos were collected from dams at E12.5. Gonads were dissected away from the attached mesonephroi, sexed by visual inspection for testis cords, and XY gonads from a litter were counted and pooled. Pooled XY gonads were then dissociated in 0.25% Trypsin-EDTA (1×, Gibco cat no. 25200-056) for 15 minutes at 37°C with slight agitation, followed by centrifugation at 4000 rpm for 5 minutes, washed once with DMEM (Gibco cat no. 11965) followed by centrifugation, and suspended in Opti-Mem (Gibco cat no. 11058-021) supplemented with 1% FBS. Cells from one pair of XY gonads were determined to be sufficient for one well of a 24-well culture plate, and the amount of suspension liquid was calculated by multiplying 250 ul by the number of pairs of XY gonads in the pooled sample.

Following the dissociation and wash steps, 250 ul gonad primary cells were immediately added to individual wells of a 24-well cell culture plate, and 250 ul of the appropriate lentivirus-containing vGM was added to each well in a BSL2+ hood. In addition to wells designated to assay target gene shRNA-mediated knockdown, separate wells containing XY gonad primary cells from the same litter were infected with the non-targeting eGFP shRNA (SHC005) and/or TurboGFP shRNA (SHC004) controls. Plates were incubated at 37°C 5% CO_2_ for 68–72 hours and cell viability was monitored daily with a light microscope. Virus production could be monitored visually for the TurboGFP control infected cells using a fluorescence microscope.

### qRT-PCR

Following 68–72 hours incubation, total RNA was isolated from shRNA lentivirus-infected gonad primary cells using Trizol reagent (Life Technologies, cat no. 15596-018). Briefly, lentivirus-containing culture media was first removed from each well and disposed in bleach. Next, 400 ul of Trizol was added to the adherent cells in each well, allowed to sit at room temperature for 3–5 minutes, after which the lysate was transferred to 1.5 ml microcentrifuge tubes. Subsequent RNA isolation steps follow Munger et al. [1]. Total RNA was quantified on a NanoDrop ND-2000, treated with DNaseI (Life Technologies, cat no. 18068-015), and converted to cDNA using the iScript cDNA synthesis kit (Bio-Rad, cat no. 170-8891) following manufacturer's instructions.

Gene expression was quantified by quantitative RT-PCR (qRT-PCR) on a StepOnePlus Real-time PCR System (Life Technologies). For qRT-PCR, each analysis was performed in technical triplicate in a total volume of 20 ul reaction mix containing 2 ul cDNA template, 4 ul 1 uM gene-specific forward and reverse primers, 10 ul 2× Quantace SensiMix SYBR (Bioline, cat no. QT615-02), and 4 ul RNase-free water. The list of qRT-PCR primers can be found in Table S3; most have been previously published [1], [12]. All primer sets were tested for efficiency and found to work optimally with the ΔC_t_ method [59]. Within a sample, target gene C_t_ thresholds value were determined and normalized to *Gapdh*. Differences between target gene shRNA and non-targeting control shRNA samples were compared using the ΔΔC_t_ method as described previously [59]. Significance of expression differences between samples was assessed using a t-test.

## Supporting Information

Dataset S1 **Scatter plot gene lists.** This excel file contains the genes and their fold changes that were used to construct the scatter plot in Figure 2. The fold changes are in log2 scale and are for each sex between the initial (E11.0) and final (E12.0) time points. Fold differences were computed using limma.
(XLSX)

Dataset S2 **HMM state paths for each probe included in HMM analysis.** This table contains the genes included in the HMM analysis and their state path through the trained HMM for both strains of mice. Each state path consists of 6 symbols, referring to in order their state at the 6 time points between E11.0 and E12.0. A 0 state refers to similar expression, M to male-enriched expression, and F to female-enriched expression. For example, genes expressed higher in males starting at E11.2 and continuing through the end of the window will have the state path 0MMMMM.
(XLSX)

Figure S1 **Examples showing significant difference in expression for each of the variables in the ANOVA analysis.** (A) Sex effect (*Ddx3y*): XY gonads show higher expression than XX gonads. (B) Stage effect (*Ltbp4*): Expression is higher at later time points across strains and sex. (C) Strain effect (*Myo6*): 129S1 mice show higher expression regardless of sex and stage. (D) Sex-by-stage effect (*Gstm1*): XY gonads show higher expression starting at E11.6. (E) Sex-by-strain effect (*Xist*): B6 XX gonads show higher expression compared to 129S1 XX gonads. (F) Stage-by-strain effect (*Ptpro*): B6 gonads show higher expression at later stages. (G) Sex-by-stage-strain (*Hapln3*): 129S1 XY gonads starting at E11.8 show significantly different expression compared to all other sample types.
(JPG)

Figure S2 **State transition and emission probabilities of the Hidden Markov Model (HMM).** (A) State transition probabilities for the HMM (Fig. 3) after (before) training with the Baum-Welch algorithm. Numbers in the E11.0 column show probability of a gene's expression starting in the male, female or similar expression state after (before) training. Transition probabilities are shown for each pair of transitions from one time point to the next for E11.2–E12.0. Colors of the cells indicate the state at that time point. First three rows in each column show transition from a male state at the previous time point, the middle three show transition from a similar expression state and the last three rows show transition from a female state at the previous time point. For example, after training, the probability of transitioning from a similar expression state at E11.6 to a male expression state at E11.8 is 0.06. (B) State emission probabilities for the three states before (left panels) and after training (right panels). Emission probabilities for discretized fold changes were initialized by hand. After training, emission probabilities still reflect the intuitive meaning of the states. For example, higher expression in XY gonads is likely to be observed in emissions from the male state. Emission probabilities for the states were tied across time points.
(JPG)

Figure S3 **Genes male- or female-enriched in whole gonads between E11.0 and E12.0 are primarily dimorphic in the supporting cell lineage of the gonad in 129S1 mice.** The cascade of genes that become dimorphically expressed between E11.2 and E12.0 (same data as in Figure 4) was cross-referenced with cell-type specific expression datasets analyzed at E11.5 and E12.5 [2]. Column 1 shows overlap with genes expressed dimorphically in supporting cells while column 2 shows overlap with genes expressed dimorphically in germ cells. Rows are colored blue or red where the probe was dimorphically expressed and higher in XY cells or higher in XX cells, respectively. The highest overlap is seen with the supporting cells for both male- and female-enriched genes.
(JPG)

Figure S4 **X-linked and Y-linked genes that are dimorphically expressed across the E11.0 – E12.0 window.** (A) Expression of *Ddx3y*, *Eif2s3y*, and *Jarid1d* in 129S1 gonads (blue – expression in XY gonads, red – expression in XX gonads). All three genes are Y-linked and are expressed higher in XY gonads across the E11.0 – E12.0 window. (B) Expression of *Xist*, *Utx*, and *Eif2s3x* in 129S1 gonads. All three genes are X-linked and are expressed higher in XX gonads across the E11.0 – E12.0 window.
(JPG)

Figure S5 **X-linked genes showing higher expression starting at E11.2 are germ-cell enriched.** (A–G, left column) 7 genes showing higher expression in XX gonads in 129S1 mice, likely due to the higher number of germ cells in 129S1 mice [S15]. (A–G, right column) Corresponding expression in male (solid line) and female (broken line) in germ cells (green) and supporting cells (purple) from cell-type specific expression data. Note that *4932441K18Rik* expression was not captured in the cell-type specific expression dataset. All genes show enriched expression in germ cells.
(JPG)

Figure S6 **Detailed characterization of dimorphic expression in B6 gonads reveals properties similar to 129S1 gonads.** (A) Examples of genes showing higher expression in XY (male-enriched genes, top panel) and XX gonads (female-enriched genes, bottom panel) from B6 mice. Blue and red vertical lines show the time of onset of dimorphic expression. (B) Cascades of dimorphic gene expression identified by the HMM in XY (top panel) and XX gonads (bottom panel). Colors indicate the fold difference between B6 XY and XX gonads at a specific time point. The genes are arranged in order of increasing time of onset of dimorphic expression. (C) Contribution to changes in expression between E12.0 and the time point before the onset of dimorphism are shown for each gene in (B) in XY (column 1) and XX (column 2) gonads. Top panel: male-enriched genes. Bottom panel: female-enriched genes. This analysis shows that male-enriched genes are mostly up-regulated in XY gonads while female-enriched genes are mostly down-regulated in XY gonads. (D) The cascade of genes dimorphically expressed was cross-referenced with cell-type specific expression datasets analyzed at E11.5 and E12.5 [2]. Column 1 shows overlap with genes expressed dimorphically in supporting cells while column 2 shows overlap with genes expressed dimorphically in germ cells. Rows are colored blue or red where the probe was dimorphically expressed and higher in XY cells or higher in XX cells, respectively. As with 129S1 gonads, the highest overlap is seen with the supporting cells for both male- and female-enriched genes in B6 gonads.
(JPG)

Figure S7 **Robust onset of dimorphism in 129S1 mice compared to B6 mice.** (A, C) Scatterplot showing XY vs. XX fold difference (A) and XX vs. XY fold difference (C) at the onset of dimorphism for male- and female-enriched genes that are activated at the same stage. Fold difference between 129S1 XY and XX gonads at the onset of dimorphism are plotted on the y-axis and the fold difference between B6 XY and XX gonads at the onset of dimorphism on the x-axis. Onset of dimorphism is more robust in the 129S1 strain for both male- and female-enriched genes. (B) *Sox9* becomes dimorphic at E11.2 in 129S1 and B6 gonads. However, the fold difference between XY and XX gonads is higher at E11.2 in 129S1 mice.
(JPG)

Figure S8 **129S1 and B6 XY gonads show no significant difference in** ***Sry*** **expression but a small difference in** ***Sox9*** **expression as assayed by qRT-PCR.** (A) *Sry* expression levels are similar in 129S1 and B6 XY gonads between E11.2–E12.0. No statistically significant (p<0.1) differences are detected at any time point in this analysis, however high variability among individuals may mask a small but biologically meaningful strain effect for *Sry* transcript abundance in this window. (B) *Sox9* expression shows significantly different expression (p<0.1 (*) and p<0.05 (**)) at the 17 and 18 tail somite stage.
(JPG)

Figure S9 **Lentiviral mediated knockdown of** ***Sox9*** **in gonad primary cell culture results in down-regulation of male-enriched genes.** Knockdown of *Sox9* resulted in down-regulation of known male-enriched genes such as *Amh* and *Fgf9* and up-regulation of female-enriched gene *Fst*. However, *Ptgds*, a known male-enriched gene [35], does not show down-regulation.
(JPG)

Table S1 **Numbers of genes (probes) in each Viterbi state path identified by the HMM for both 129S1 and B6 mice.** Each state path has six states, one for each time point, and genes having the same state path are clustered together. Only 3 genes switch from showing higher expression in one sex to higher expression in the other. Most genes that become dimorphic continue showing dimorphism throughout the E11.0–E12.0 window.
(JPG)

Table S2 **Transcription Factors (TFs) and cofactors that are either male- or female- enriched genes and show dimorphic expression by E11.6 in supporting cells in 129S1 mice.** Genes showing delayed onset of dimorphism in B6 are shown in grey boxes. Known interactions of the TFs that are relevant to sex determination are also shown.
(JPG)

Table S3 **List of primers used for qRT-PCR.**
(JPG)

Text S1 **List of references from Supplemental Material.**
(DOCX)

# Supplementary material for: Fine Time Course Expression Analysis Identifies Cascades of Activation and Repression and Maps a Putative Regulator of Mammalian Sex Determination
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003630. doi: 10.1371/journal.pgen.1003630
**Supplement:** Text S1 — List of references from Supplemental Material.

**Text S1. References in Supplemental Materials**

S1. Behrens J, von Kries JP, Kuhl M, Bruhn L, Wedlich D, et al. (1996) Functional interaction of beta-catenin with the transcription factor LEF-1. Nature 382: 638-642.

S2. Birk OS, Casiano DE, Wassif CA, Cogliati T, Zhao L, et al. (2000) The LIM homeobox gene *Lhx9* is essential for mouse gonad formation. Nature 403: 909-913.

S3. Buaas FW, Val P, Swain A (2009) The transcription co-factor CITED2 functions during sex determination and early gonad development. Hum Mol Genet 18: 2989-3001.

S4. DeJong J, Bernstein R, Roeder RG (1995) Human general transcription factor TFIIA: characterization of a cDNA encoding the small subunit and requirement for basal and activated transcription. Proc Natl Acad Sci USA 92: 3313-3317.

S5. Dy P, Wang W, Bhattaram P, Wang Q, Wang L, et al. (2012) Sox9 directs hypertrophic maturation and blocks osteoblast differentiation of growth plate chondrocytes. Dev Cell 22: 597-609.

S6. Foster JW, Dominguez-Steglich MA, Guioli S, Kowk G, Weller PA, et al. (1994) Campomelic dysplasia and autosomal sex reversal caused by mutations in an SRY-related gene. Nature 372: 525-530.

S7. Fujimura N, Vacik T, Machon O, Vlcek C, Scalabrin S, et al. (2007) Wnt-mediated down-regulation of *Sp1* target genes by a transcriptional repressor *Sp5*. J Biol Chem 282: 1225-1237.

S8. Gunther S, Mielcarek M, Kruger M, Braun T (2004) VITO-1 is an essential cofactor of TEF1-dependent muscle-specific gene regulation. Nucleic Acids Res 32: 791-802.

S9. Kim B, Kim Y, Cooke PS, Ruther U, Jorgensen JS (2011) The fused toes locus is essential for somatic-germ cell interactions that foster germ cell maturation in developing gonads in mice. Biol Reprod 84: 1024-1032.

S10. Melichar HJ, Narayan K, Der SD, Hiraoka Y, Gardiol N, et al. (2007) Regulation of gammadelta versus alphabeta T lymphocyte differentiation by the transcription factor SOX13. Science 315: 230-233.

S11. Michell AC, Braganca J, Broadbent C, Joyce B, Franklyn A, et al. (2010) A novel role for transcription factor *Lmo4* in thymus development through genetic interaction with *Cited2*. Dev Dyn 239: 1988-1994.

S12. Osorio KM, Lilja KC, Tumbar T (2011) Runx1 modulates adult hair follicle stem cell emergence and maintenance from distinct embryonic skin compartments. J Cell Biol 193: 235-250.

S13. Wagner T, Wirth J, Meyer J, Zabel B, Held M, et al. (1994) Autosomal sex reversal and campomelic dysplasia are caused by mutations in and around the SRY-related gene SOX9. Cell 79: 1111-1120.

S14. Furumatsu T, Shukunami C, Amemiya-Kudo M, Shimano H, Ozaki T (2010) Scleraxis and E47 cooperatively regulate the Sox9-dependent transcription. Int J Biochem Cell Biol 42: 148-156.

S15. Western PS, Ralli RA, Wakeling SI, Lo C, van den Bergen JA, et al. (2011) Mitotic arrest in teratoma susceptible fetal male germ cells. PLoS One 6: e20736.

How the deposited data were processed for this re-analysis (not part of the article)

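Transcript levels were measured in 74 pairs of gonads, each pair on its own array, from XX and XY embryos of 129S1/SvImJ and C57BL/6J at 6 stages between E11.0 and E12.0, which the study places by tail somites and which are 4.8 h apart. Sex, strain, stage and replicate number of each array come from the labels of the deposited samples, and 0 arrays were left without a group. The arrays lie on the side of Xist and Eif2s3y that their labelled sex predicts. Individual embryos are the replicates, so the spread between arrays holds the spread between embryos. The paper took them from separate litters, but litter is not among the labels used here and no model includes it.

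The values used are the log2 values that the authors deposited, quantile normalized across all arrays; the submitters' notes and the paper state that GenomeStudio gave the raw values and the R package beadarray normalized them, with R 2.12.0. Nothing was normalized again here. The deposited table of intensities and detection p values before normalization was not used here, because its 74 intensity columns and 74 detection columns are named by chip and position, which neither the labels nor the paper pair with samples. So the detection filter of the paper, the number of probes expressed above background, background correction with the control distribution and the slide of each array could not be computed. Of the probes, 23978 carry 1 gene symbol and 1719 none; 23962 were matched by gene identifier to the current annotation, and no symbol had to be changed. X and Y linkage was taken from the assembly GRCm38.p6. A probe was kept by its second brightest array in its best group, with the 12,213 brightest kept so that the number equals that of the paper by construction.

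Arrays give no depth. The precision comes from the number of arrays, mostly 3 in a group, and from the residual spread. Tested on simulated data in which 200 probes were changed, a sex effect of log2 0.5 was called in 83% and one of 1 in 100%, false calls were 5.67% of calls, an onset was placed at its stage in 73% and 99%, and a true delay of 4.8 h was read as 4.08 h and 4.70 h. A difference at E12.0 in B6 with 3 arrays a side was called in 42% and 92%. Below about log2 0.5 a missing call at a single stage therefore says little. The simulated noise was independent for each probe and array, and each change was a full step of the same size in both strains. The real arrays share an axis of deviation that holds 35.0% of the variance within groups. So the simulated rates of false calls, onsets and delays need not hold for the real arrays.

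Models were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and plots and tables were made with Python 3.11.15 and matplotlib 3.10.9. A model of 24 group means gave moderated F tests of sex, stage, strain and their interactions, each adjusted over the kept probes by the Benjamini-Hochberg method at 0.05, and moderated t tests of the sex difference in each strain and stage, of the change from E11.0 to E12.0 in each sex, of strain, and of the strain difference of the sex difference. Values behind a ± sign are standard errors of limma unless SD is written. Exact tests over all regroupings of the arrays, and permutations of strain within stage with 1e+05 resamples, were used where named. The hidden Markov model was written anew from the paper's description, with 3 states per stage, 7 symbols from the log2 thresholds 0.3219, 0.585 and 1 at an unadjusted p under 0.05, starting emissions of 0.9 and 0.84, 200 Baum-Welch iterations and a pseudocount of 1. Its code was not given in the sources used here. A probe counts as enriched by its state at E12.0 and its onset is the first stage of that unbroken run. Onsets counted from any earlier dimorphic state were computed first and gave more probes at E11.6 in 129S1; the definition by E12.0 state is the paper's own and was adopted after that count had been set beside the paper's. For the scatter plot of changes, 3 definitions were looked at and the one planned was kept.

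Genes were grouped in 24 lists written down beforehand: male pathway, female pathway, Wnt feedback targets, hedgehog targets, early gonadogenesis, steroidogenesis, cholesterol synthesis, germ cells, endothelium, red blood cells, macrophages and leukocytes, mesonephric tubules, interstitium and coelomic epithelium, cartilage-type and basement membrane matrix, cell division, hypoxia and glycolysis, retinoic acid, immediate early and heat shock genes, ribosomal proteins, Hox genes, Y-linked genes, X-linked genes that escape inactivation with Xist, and 2 lists of the paper's Table 1. The ribosomal list matches a symbol pattern that also takes in the kinases Rps6ka3 and Rps6kl1. Lists were tested with camera of limma at a preset correlation of 0.01, and again with the correlation estimated. Genes named in the text are those the paper names and up to 4 members of each list with the smallest p. Also named are the 10 largest rises and falls past the test in each comparison, among probes whose groups do not overlap. Some genes are named by their onset in the hidden Markov model, and Vxn was added by hand outside these rules. Values in the paper's figures and supplementary lists had been seen before.

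Alternatives tried, with their effects given in the closing section, are no filter on dim probes, a filter keeping 9000 probes, an intensity trend in the variance, array quality weights, the replicate number as a block, the main axis of deviation within groups as a covariate, stage as a linear trend, a model without interactions, adjustment over all terms at once, adjusted p or a larger fold in the symbols of the hidden Markov model, weaker emissions, each strain alone, a single probe per gene, medians in place of means, and leaving out each array in turn. Cell sorting data, quantitative PCR, knockdown and mapping data were not analysed here.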

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

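The test of the spread between B6 arrays and that of the female pathway score were chosen after the result was seen.

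Onsets of dimorphic expression are later in B6 by a mean of 2.49 h for male-enriched and 3.13 h for female-enriched probes, which drew attention as a difference between the strains. Of 100 regroupings of the strain labels, the real one included, 3 are as large for male and 2 for female probes. The highest other values are −2.82 h and 3.33 h. With each probe centred within strain only the real grouping is as large, with highest others of 2.23 h and 2.68 h. There the real grouping took its probes from uncentred values and the others from centred ones. So the centred regroupings do not compare like with like and decide nothing. By the uncentred regroupings chance is unlikely for both, though 100 of them do not exclude it. Noisier B6 arrays over the whole course are argued against by a median residual SD of B6 over 129S1 of 1.02 (SE 0.067), but the ratio is 1.18 at E11.2 and 1.25 at E12.0 (0.879 at E11.6, 0.906 at E11.8), so noise at those 2 stages stays open, and array quality weights lower the delays to 1.59 h and 1.55 h. The lowest and the highest of these weights, 0.327 and 5.41, both belong to XX arrays of B6 at E12.0. The weighted values of that group rest mostly on 1 array, which limits the weighted delays. For male genes the score of the list fixed beforehand differs between the strains (permutation p = 2e-04), which does not tell a later from a smaller difference. That list includes genes the paper names, such as Amh and Dhh, and values in the paper's figures had been seen before. So a bias from probes picked for early onset in 129S1 is not excluded for male genes. It stays open for female genes as well (permutation p = 0.17). A general lag of the B6 embryos cannot be told apart from a delay of sex differentiation: genes that change with stage put B6 behind by 0.802 h in XX and 1.40 h in XY, with errors of 1.37 and 1.36 h, so that both 0 and the 1.405 h that is 50% of the mean delay lie within 2 errors of each, and regroupings do not exclude chance for either (41 and 18 of 100 as large, highest other 2.33 h and −2.98 h).

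The male pathway score in XY relative to XX gonads is higher in 129S1 by log2 0.271 over E11.2 to E12.0, a difference between the strains found by permuting strain within stage.

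The sex difference itself differs between the strains by the limma test of the interaction at 4 probes at E11.6, 8 at E11.8 and 61 at E12.0. Regroupings of the strain labels give up to 1384, 9 and 1603 probes. Of 100 groupings, the real one included, 6 are as large at E11.6, 2 at E11.8 and 3 at E12.0. Chance is thus left open at E11.6 and is unlikely, though not excluded, at the later stages. A grouping with 1603 probes, where the real one gives 61, weakens that reading at E12.0. The sex by strain term of the ANOVA passes at 35 probes, against at most 9 in other groupings, which makes chance unlikely.

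Female pathway genes have a mean log2 value of 8.79 in replicate 1 of B6 XY at E11.2, far from the other 3 arrays of that group: the gap to the nearest is 0.859 of the range, past Dixon's 95% limit for 4 arrays. This array also has a quality weight of 0.33, the lowest but for replicate 1 of B6 XX at E12.0. Groups of 4 or 5 arrays gave 8 combinations to look at, and chance marks about 1 in 20.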

How the results depend on the processing

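The covariate for the axis of deviation within groups and the filter keeping 9000 probes were chosen after the result was seen, and the other alternatives before the data were examined. Of these, background correction with the control distribution, median scaling, a detection p filter and a slide block were not run, since the arrays could not be paired with their intensities, and the authors' deposited values became the main data. Groups of 3 arrays limit single stages: small differences between gonads are missed, and adding or losing an array moves many counts. Signal over background could not be computed per array. The cause of the changes below was not tested. The main counts, directions and calls kept their side of the threshold, with counts within 1.5 times, for 84 results with 9000 probes, 80 with an intensity trend, 14 with weaker starting emissions, 10 with each strain alone, 8 with the sex difference taken from the changes, 6 with 1 probe per gene, 3 in the additive model, 2 with list medians and 2 with the probes of larger slope. Other single genes and lists were counted apart. There 3 calls were lost and 5 gained of 398 with 9000 probes, and 0 changed of 401 with an intensity trend. Of 401 each, no filter lost 5 and gained 5, array quality weights 3 and 10, the replicate block 2 and 7, and the covariate 1 and 14. The estimated correlation lost 26 of 144.

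With no filter on dim probes, the term of all 3 factors passes at 7 probes in place of 11, the strain difference of the sex difference at E11.8 at 5 in place of 8, and Lmo4 at E12.0 in 129S1 stays at log2 0.65 with an adjusted p of 0.0781.

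With array quality weights, the stage term passes at 4320 probes in place of 2773, sex by stage at 1352 in place of 730, sex by strain at 76, stage by strain at 139 and all 3 factors at 19. Sex differences in B6 number 24 at E11.4, 59 at E11.6, 1085 at E11.8 and 1935 at E12.0, in place of 7, 28, 492 and 597. In B6 at E12.0 the XX side rests mostly on 1 array, with a weight of 5.41 against 0.327 and 0.566. Male onsets earlier in B6 are 12.1%, female ones later 33.9% and earlier 10.6%. Probes enriched in XX are activated in XX at 20.3% and repressed in XY at 66.2%. The strain difference of the sex difference passes at 14 probes at E11.6 and 27 at E11.8, and Sox9 at E11.4 in B6 passes at log2 0.96 (limma adjusted p = 8.57e-05).

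With the replicate number as a replicate block, repression in XY of the XX-enriched probes is 69.9%, and Sox9 at E11.4 in B6 passes at log2 0.90 (limma adjusted p = 0.0202). No other call of the 84 results changed and counts stayed within 1.5 times. The numbers are not given as a pairing: of 71 arrays 40 correlate best with arrays of their own number, a hint from the data and not the design.

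With the axis of deviation within groups as a covariate, the stage term passes at 4952 probes, sex by stage at 1985, stage by strain at 110 and all 3 factors at 56. Sex differences in 129S1 number 365 at E11.6, 872 at E11.8 and 1250 at E12.0, and in B6 25, 41, 34, 43, 1609 and 1179 over the 6 stages. Male-enriched probes in B6 number 809 and female-enriched ones 1179. Female onsets are later in B6 at 43.6% and earlier at 11.9%, and repression in XY is 52.0%. The strain difference of the sex difference passes at 8, 22 and 161 probes from E11.6, and Sox9 passes at E11.2 in 129S1 (log2 0.77, limma adjusted p = 0.00886) and at E11.4 in B6 (0.90, 0.00025).

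With stage as a linear trend, sex by strain passes at 11 probes and all 3 factors at 1. With p adjusted over all terms at once these are 111 and 68, and stage by strain 150.

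With an adjusted p for a fold difference in the hidden Markov model, male- and female-enriched probes number 375 and 415 in 129S1 and 298 and 273 in B6, male onsets earlier in B6 are 3.52%, and activation in XX and repression in XY are 20.2% and 69.6%. Without the model repression in XY is 69.5%. With folds over 1.5 the numbers are 306 and 313 in 129S1 and 206 and 164 in B6, female onsets earlier in B6 are 3.88%, activation in XY is 87.6%, activation in XX 20.9% and repression in XY 79.1%. With a fold over 1.5 required at E12.0, XX-higher genes number 201, of which 128 are repressed in XY.

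With an estimated correlation in camera, lists past the threshold fall from 7 to 4 for the sex difference at E12.0 in B6, from 9 to 1 for the change in XY, from 10 to 0 for strain, and from 4 to 1 for the strain difference of the sex difference at E11.6.

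Of 6216 values with each array left out in turn, 126 moved, 8 gained and 4 lost a call, and 6078 stayed. Of 29674 values for single genes and lists, 134 gained and 169 lost a call. Leaving out an array reversed the median of 1 gene list, hypoxia in the strain difference of the sex difference at E11.6, from log2 0.315 to −0.024 without replicate 2 of 129S1 XY at E11.6. Its range is −0.024 to 0.497. The term of all 3 factors ranged from 2 probes without replicate 1 of 129S1 XY at E12.0 to 13, and stage by strain from 23 without that array to 62 without replicate 1 of B6 XY at E11.2. XY-higher genes ranged from 240 to 506 and those activated in XY from 220 to 484, the highest without replicate 2 of 129S1 XY at E12.0, and those repressed in XX from 24 to 52 without replicate 1 of 129S1 XX at E12.0. Sex differences in 129S1 ranged from 6 to 12 probes at E11.4, with 5 arrays of that stage lowering it, from 144 without replicate 2 of XY to 338 at E11.6, from 352 without replicate 3 of XY to 580 at E11.8 and from 427 without replicate 1 of XY to 848 at E12.0. Those in B6 ranged from 5 without replicate 1 of XX to 9 at E11.0, from 5 to 40 without replicate 1 of XX at E11.2, from 5 to 11 without replicate 1 of XY at E11.4, from 16 without replicate 2 of XX to 31 at E11.6, from 250 without replicate 3 of XY to 538 at E11.8, and from 331 without replicate 3 of XY to 728 at E12.0. Female-enriched probes of 129S1 ranged from 533 without replicate 1 of 129S1 XY at E12.0 to 1018. Without replicate 3 of 129S1 XX at E11.8 female onsets are later in B6 at 43.8% and earlier at 12.0%, activation in XX is 10.2% and repression in XY 44.2%. The other ends of these ranges are 56.7%, 4.41%, 18.8% and 70.9%. The strain difference of the sex difference ranged from 2 to 11 probes at E11.6, the highest without replicate 3 of 129S1 XY, from 0 without replicate 1 of B6 XY to 35 without replicate 3 of 129S1 XX at E11.8, and from 20 without replicate 1 of 129S1 XY to 68 at E12.0. Lists past the threshold ranged from 4 to 9 for the change in XY and from 2 to 8 for the strain difference of the sex difference at E11.6. Lmo4 at E12.0 in 129S1 ranged from log2 0.50 to 0.80 and lost its call without replicate 1 or 3 of XX or either array of XY, and Sox9 at E11.4 in B6 ranged from 0.69 to 1.26 and gained its call without any of 8 XY arrays: replicates 1 and 3 of 129S1 at E11.2, 1 at E11.4 and 1 and 2 at E12.0, and replicate 1 of B6 at E11.2, 1 at E11.4 and 3 at E11.6.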

Differences from the paper's values

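The paper gives a delay of 5 h in B6 for male-enriched and for female-enriched genes. The mean over probes with an onset in both strains is 2.49 h and 3.13 h here. It leaves out probes with an onset in only 1 strain by E12.0. Of 208 male probes of E11.6 in 129S1, 39 have none in B6, and of 75 of E11.6 in B6, 12 have none in 129S1. An onset at E12.0 in 129S1 can only be equal or earlier in B6, and one at E12.0 in B6 only equal or later. The effect of the end of the window on the mean was not measured. The paper takes its delay from a comparison of onset distributions and the most common shift, and gives no formula. By single stages of 4.8 h, 150 male and 134 female probes follow 1 stage later in B6 here, against 129 and 141 with no shift. The mean over the later probes alone, chosen after seeing the values, is 5.44 h and 6.62 h and leaves out 25 male and 26 female probes that are earlier and 129 and 141 that are equal in B6. Of the alternatives set before the data were examined, none brings the mean male delay within 1.5 times of the paper's value, the range being 1.59 h with array quality weights to 2.91 h without replicate 3 of B6 XY at E11.8. For the female delay, leaving out replicate 3 of B6 XX at E11.8 (3.44 h) or replicate 3 of B6 XY at E11.8 (3.42 h) comes within 1.5 times of it, still short of 5 h, and the other alternatives do not.

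Of the probes male-enriched from E11.6 in B6, the paper has 8, or 11%, that follow later in 129S1 or not by E12.0, where 20, or 26.7%, are found here. With only those that follow later counted, the number is 8, or 10.7%; the 12 others have no onset in 129S1. No alternative was run on this count.

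The paper states, where it describes 129S1, that all genes female-enriched before Wnt4 lie on the X. That is so in 129S1 here. In B6, which that passage does not cover, Rassf10 is in the female state from E11.0 and does not lie on the X.

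The paper gives Wnt4 as a case of activation in XX combined with repression in XY. Its rise in XX of 129S1, log2 0.33, lies below the fold threshold of the paper's scatter plot, and its fall in XY above it.

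Female-enriched factors are stated to fall strongly in XY gonads. The paper gives no threshold beside this statement. Its repression calls elsewhere use a fall of more than log2 0.32 at an unadjusted p under 0.05, counted from the stage before onset. From E11.0 to E12.0 in XY of 129S1, the falls of Zfp277 and Msx1 pass the adjusted limma test, and Runx1 (log2 −0.36), Lhx9 (−0.48) and Lef1 (−0.15) do not. By size alone Runx1 and Lhx9 exceed log2 0.32 and Lef1 does not. The start stage and the test differ from the paper's, so these values do not contradict it.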

Other observations

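The test by size at the other probes of a gene and both tests of the axis shared by the arrays were chosen after the result was seen.

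Vxn, which was added to the named genes by hand, is activated in XY gonads of 129S1 and hardly in B6. It rose in 129S1 XY by log2 1.67 ± 0.12 SE between E11.0 and E12.0 (limma adjusted p = 2.9e-17) and did not change in 129S1 XX (−0.03 ± 0.12), B6 XY (0.15 ± 0.12) or B6 XX (−0.05 ± 0.12). In B6 its sex difference passes at E11.8 (0.40 ± 0.12, 0.0306) and not at E12.0 (0.24 ± 0.12, 0.322). Its sex difference is larger in 129S1 by 0.83 ± 0.16 at E11.6 (0.0136), 0.88 ± 0.16 at E11.8 (0.00637) and 1.46 ± 0.17 at E12.0 (1.0e-07). Col9a2, a chain of the cartilage-type collagen IX, is higher in XY of 129S1 than of B6 from E11.6, by 0.85 ± 0.16 (7.2e-05), and by 1.09 ± 0.17 at E12.0 (6.8e-06), with no difference between the strains in XX over the stages (0.09 ± 0.06, 0.393). Gng13 shows the reverse, rising in XX of B6 by 1.75 ± 0.16 (3.5e-12) and not in XX of 129S1 (0.04 ± 0.16). Its strain difference of the sex difference is 1.29 ± 0.24 at E12.0 (0.00179). Gng13 was read by a single kept probe, so its lack of change in 129S1 may come from the sequence under that probe.

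Trpc7 and Pisd-ps2 start higher in 129S1 in both sexes and fall further in its XY gonads than in those of B6. Trpc7 fell in 129S1 XY by log2 2.16 ± 0.23 (limma adjusted p = 7.9e-11) and in B6 XY by 0.73 ± 0.23 (0.037), and the strain difference of its sex difference is −1.87 ± 0.34 at E12.0 (0.00117). Pisd-ps2 fell in 129S1 XY by 2.55 ± 0.24 (1.8e-12), while its change in B6 XY, −0.68 ± 0.24, does not pass (0.0798). The strain difference of Pisd-ps2 in XY goes from 2.25 ± 0.21 at E11.0 to 0.38 ± 0.27 at E12.0 (0.571). Other genes rose in both sexes and strains: Ltbp4, which binds latent TGF-beta, rose in 129S1 by 1.68 ± 0.15 in XX and 2.1 ± 0.15 in XY and in B6 by 1.26 ± 0.15 and 1.51 ± 0.15, and Rhox8 rose in all 4, by 0.79 to 1.17.

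Strain differences of 2-fold or more lie more often on the lower side in 129S1, at 91 probes against 27, while over all sizes 1811 are lower and 2009 higher. In 59 comparisons of such a probe with another of its gene, some of them made from both sides, the other passes in the same direction in 45 (76.3%) and in the opposite one in 4. A sequence variant under the probe was thought excluded if the others moved the same way, but they move by a median of 32.6% of the probe's own size, and 26 of the 59 reach 50%. So a variant that adds to a true difference cannot be told apart from a difference of the transcript. A true strain difference in expression was not tested otherwise.

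Deviations of the arrays from their group means share an axis that holds 35.0% of the variance within groups. Embryos ahead of or behind their stage are argued against by the correlation of its loadings with the change per hour, −0.105, and cells of another tissue by the lists of cell types, of which germ cells correlate most at 0.199. The slide of each array, the litter and the quality of the RNA could not be tested. A test by signal level was void and is not given. No further biological explanation was tested.

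Of 100 groupings of the arrays, only the real one is as large for the sex term (1325 probes, highest other 41), sex by stage (730, 649), stage (2773, 3) and strain (3820, 2). The same holds for the change in XX (1474, 1) and in XY (2080, 80), and for female-enriched probes of the hidden Markov model in 129S1 (805, 762). With the real one included, 2 are as large for stage by strain (39, 99) and 3 for all 3 factors (11, 315). For the model they are 4 for male-enriched probes in 129S1 (605, 704), and 3 for male (537, 574) and 2 for female ones (577, 603) in B6. For the sex difference at E11.0 in 129S1 (5, 8) 2 of 56 are as large. Chance is unlikely for each of these, but so few groupings over many patterns do not exclude it. For the strain difference of the sex difference at E11.0, E11.2 and E11.4, 0 probes pass in limma, with 480, 309 and 169 under an unadjusted p of 0.05, and regroupings can test nothing. For the sex difference at E11.2 in B6 (5, 115), 5 of 35 groupings are as large, so chance is not made unlikely. The other groupings are too few to tell for the sex difference in 129S1 at E11.2 (4, 0), E11.4 (11, 0), E11.6 (232, 1) and E11.8 (558, 39) and in B6 at E11.0 (8, 0), E11.4 (7, 6), E11.6 (28, 0), E11.8 (492, 0) and E12.0 (597, 7). Groupings that call many times the real number, such as 1384, 1603, 315 and 115 probes, point to a structure of the samples beyond sex, strain and stage.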
